# BET Inhibition Improves NASH and Liver Fibrosis

**DOI:** 10.1038/s41598-018-35653-4

**Published:** 2018-11-22

**Authors:** Sarah A. Middleton, Neetu Rajpal, Leanne Cutler, Palwinder Mander, Inmaculada Rioja, Rab K. Prinjha, Deepak Rajpal, Pankaj Agarwal, Vinod Kumar

## Abstract

Non-alcoholic fatty liver disease (NAFLD) is a leading form of chronic liver disease with large unmet need. Non-alcoholic steatohepatitis (NASH), a progressive variant of NAFLD, can lead to fibrosis, cirrhosis, and hepatocellular carcinoma. To identify potential new therapeutics for NASH, we used a computational approach based on Connectivity Map (CMAP) analysis, which pointed us to bromodomain and extra-terminal motif (BET) inhibitors for treating NASH. To experimentally validate this hypothesis, we tested a small-molecule inhibitor of the BET family of proteins, GSK1210151A (I-BET151), in the STAM mouse NASH model at two different dosing timepoints (onset of NASH and progression to fibrosis). I-BET151 decreased the non-alcoholic fatty liver disease activity score (NAS), a clinical endpoint for assessing the severity of NASH, as well as progression of liver fibrosis and interferon-γ expression. Transcriptional characterization of these mice through RNA-sequencing was consistent with predictions from the CMAP analysis of a human NASH signature and pointed to alterations in molecular mechanisms related to interferon signaling and cholesterol biosynthesis, as well as reversal of gene expression patterns linked to fibrotic markers. Altogether, these results suggest that inhibition of BET proteins may present a novel therapeutic opportunity in the treatment of NASH and liver fibrosis.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) is one of the most common causes of chronic liver disease in Western countries^1^. NAFLD encompasses a spectrum of fatty liver diseases observed in individuals that do not consume excessive alcohol, ranging from simple steatosis to steatosis accompanied by hepatocyte ballooning and inflammation (referred to as nonalcoholic steatohepatitis, NASH) and fibrosis^2^. The estimated global prevalence of NAFLD is now 24%, with rates over 30% in South America and the Middle East, while the prevalence of NASH is estimated to be between 3–16%^3–5^. Patients with NASH are more likely to progress to cirrhosis, liver failure, and hepatocellular carcinoma (HCC), and have an estimated 10-fold increased risk of liver-related death compared to patients with only simple steatosis^3^. NASH is now the second most common reason for liver transplantation in the US, after chronic hepatitis C^3^.

A key characteristic of NASH is that the fat accumulation is accompanied by inflammation and hepatocellular damage. The mechanism by which simple steatosis progresses to NASH is currently not well understood, but several key risk factors have been identified, including obesity, diabetes, hyperlipidemia, and genetic predisposition^6^. Several therapeutic intervention strategies targeting various steps in the development of steatosis and steatohepatitis^7^ have been evaluated, but there are currently only limited treatment options for NASH. Due to the growing incidence of this disease, there is an increasing need to find a suitable pharmacotherapy.

The Bromodomain and Extra-Terminal domain (BET) family of epigenetic proteins (BRD2, BRD3, BRD4 and BRDT) are “readers” acetylated histone and non-histone proteins^8,9^ that play an important role in regulating the co-activation and co-expression of many pro-inflammatory genes by modulating promoter and enhancer activity^10–12^. The BET family of proteins have been the subject of great interest for drug discovery and development due to their potential as therapeutic targets for diseases ranging from cancer to inflammation, neurological disorders, and cardiovascular disease^13–16^. Several small molecule inhibitors of BET have progressed into the clinic^17^, and protection against liver fibrosis as well as reversal of fibrotic progression has been reported in a chemically induced mouse model following BET inhibition^14,18^.

Given the existing evidence relating BET and liver fibrosis, plus an association via connectivity map (CMAP)^19^ to NASH which we report here, we decided to further validate this mechanism. As part of this effort, we investigated the role of a small-molecule inhibitor of the BET family of proteins, GSK1210151A (I-BET151)^20,21^, in a pre-clinical mouse NASH STAM model^22^ to assess its efficacy against NASH and hepatic fibrosis. In the STAM model, streptozotocin (an N-acetyl-β-D-glucosaminidase inhibitor; STZ) is administered neonatally to produce mild systemic inflammation and hyperglycemia, which is then followed by a high-fat diet challenge starting at postnatal week four. The dose of STZ is designed to produce a partial impairment of insulin secretion, and the resultant phenotype is similar to advanced type 2 diabetes (T2D) where beta cells are functionally exhausted and fail to secrete insulin at normal levels^23^. The NASH STAM model is widely used primarily because it recapitulates the full spectrum of human NAFLD ranging from steatosis to NASH and hepatic fibrosis. In addition, the histological phenotypes observed in this model are like those seen in human clinical samples^24^, which allows the same scoring system (NAFLD activity score; NAS) to be used to assess the severity of the disease. In this study, we found that therapeutic intervention with I-BET151 resulted in significant reduction in NAS and improvement in liver fibrosis scores in the STAM mice. Transcriptional characterization of the treated mice pointed to alterations in interferon signaling in particular, suggesting a mechanism contributing to the observed histological improvements following BET inhibition. Overall, the results from our study suggest that BET inhibition may represent a novel therapy for the treatment of NASH and other fibrotic liver diseases.

## Results

### Identification of a link between BET inhibition and human NASH by Connectivity Map analysis

An *in silico* bioinformatics approach (CMAP analysis^19^) was utilized to identify potential candidate targets for the treatment of NASH by exploring transcriptional expression profiles associated with an existing GSK compound collection. Briefly, CMAP is a transcriptional expression database that catalogs gene signatures elicited by chemical perturbagens. By employing this approach, the generated data allows a comparison of gene expression profiles following compound treatment of cell lines to that of carefully curated expression signatures of diseased tissue from patients or models. When an inverse correlation is established through computational analysis between a compound-generated signature and a disease signature, an evaluation is carried out to assess whether the underlying compound mechanisms are therapeutically relevant for disease resolution, on a case by case basis. We created profiles for over 400 GSK compounds, including multiple BET inhibitors, across several cell lines as part of a systematic drug repurposing project. These profiles were compared to over 6000 disease signatures assembled from both public-domain and proprietary sources (NextBio^TM^). During the computational analysis, we identified significant inverse correlation relationships between BET compounds and gene expression signatures of steatosis, liver fibrosis, and patient-derived NASH (Supplementary Table S1), suggesting that BET compounds may have utility for treatment of these conditions.

### Mouse STAM NASH Model

To explore this hypothesis further, we tested a small molecule BET inhibitor, I-BET151, in a STAM mouse model^22^ at two distinct time windows to evaluate its efficacy on early NASH (“NASH study”, week 6–9) and during fibrosis onset (“fibrosis study”, week 9–12) (Fig. 1). The Mouse STAM model offers the advantage of monitoring the natural progression from fatty liver to NASH and fibrosis in a relatively controllable fashion. It defines the onset of NASH (with hepatocyte fat accumulation and inflammation) and fibrosis as occurring between 6–8 weeks and 9–12 weeks respectively; these transition stages have been well characterized in the model and are based on the macroscopic and histopathology characteristics resembling human NASH and fibrosis. For the NASH study, mice were orally dosed with I-BET151 for 3 weeks, starting at 6 weeks of age. Similarly, for the fibrosis study, I-BET151 was orally administered for 3 weeks, this time starting at 9 weeks of age. Telmisartan (10 mg/kg), an angiotensin receptor blocker which has been shown to improve NAS in human NASH patients^25^, was included as a positive control in both the studies.

**Figure 1:**
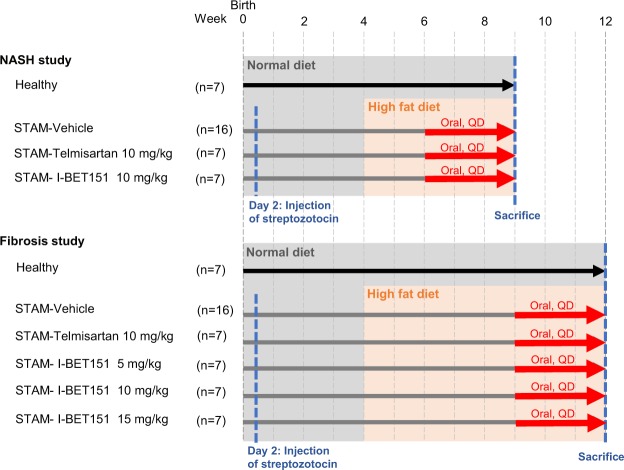
Design of the NASH and fibrosis studies using the NASH STAM model. Neonatal male mice in the treatment groups were injected with STZ on day 2 to induce a diabetic state. Mice were fed a normal diet until week 4, at which point the treatment groups were switched to a high fat diet. Mice were dosed with either vehicle, Telmisartan, or I-BET151 once a day (*quaque die*, QD) from week 6–9 for the NASH study or week 9–12 for the fibrosis study.

### Body/Liver Weight and Serum/Liver Biomarkers

Details on body/liver weight and serum/liver biomarkers for each study can be found Supplementary Tables S2, S3 and S4. Overall, I-BET151 treatment was well tolerated in the STAM model and showed no deleterious effects on body and liver weight, and liver function. Body weights increased gradually following I-BET151 administration in both the NASH and fibrosis studies, but are moderately lower compared to the control/healthy group. Liver weights and liver-to-body weight ratios showed no significant changes upon treatment.

Serum ALT levels are significantly higher in the vehicle and the I-BET151 treatment groups compared to healthy in both NASH and fibrosis studies. Interestingly, serum AST levels showed no marked changes in healthy, vehicle and drug-treated groups in the NASH study, but trend higher for the I-BET151 treated group in the fibrosis study. Insulin levels in the vehicle and I-BET151 treatment groups are significantly lower compared to healthy group, in both the NASH and fibrosis studies. Serum cholesterol levels in the I-BET151 treatment groups show no marked differences compared to vehicle, but increased significantly compared to the healthy group. Serum triglycerides levels are higher for the I-BET151 treatment groups in the fibrosis study.

### NASH Study: Glucose, Liver Histopathology, and NAFLD Activity Scores

In the NASH study, glucose levels increased significantly in the vehicle-treated STAM group compared to healthy group, suggesting that the NASH model animals may have developed islet β-cell dysfunction^26^. However, in the group that received I-BET151 treatment, glucose levels were significantly reduced relative to the vehicle (Supplementary Table S2). At 9 weeks of age, liver sections from the vehicle group exhibited severe micro- and macro-vesicular fat deposition with predominantly macro-vesicular fat, as well as hepatocellular ballooning and inflammatory cell infiltration. Representative photomicrographs of the H&E stained liver sections are shown in Fig. 2A and Supplementary Fig. S1. Consistent with these observations, NAS increased significantly from 0.71 ± 0.18 in the healthy group to 4.38 ± 0.29 in the vehicle group (*p* = 3.3 E-10, Wilcoxon test; Fig. 2B) based on the NASH CRN scoring system^27^. Mice treated with I-BET151 showed a significant improvement in NAS compared to the vehicle-treated group, reducing the scores to 2.57 ± 0.30 (*p* = 0.0023, Wilcoxon test; Fig. 2B), with both lobular inflammation and hepatocyte ballooning improving by over 50% in the I-BET151-treated mice. A follow up dose-response study also showed a similar trend, where mice treated with I-BET151 showed a statistically significant improvement the NAS scores compared to the vehicle group at doses of 5 and 10 mg/kg (*p* < 0.05, Wilcoxon test; Supplementary Table S5).

**Figure 2:**
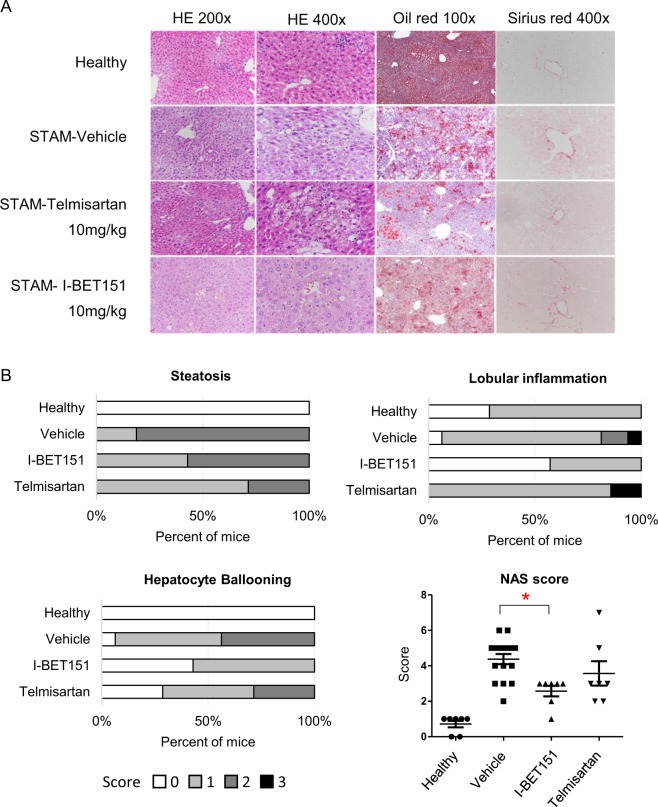
Reduction of NAS in STAM mice following I-BET151 treatment. **(A)** Representative H&E stained (200x and 400x), Oil-red (100x) stained, and Sirius-red (400x) stained liver sections from healthy, vehicle, Telmisartan, and I-BET151 treated NASH STAM mice collected at week 9, showing the histological features of the NASH STAM model at this timepoint for the different groups. **(B)** Comparison of NAS from mouse liver specimens in 9 week old mice from each treatment group. Individual components of the NAS, which include steatosis, lobular inflammation, and hepatocellular ballooning degeneration, are shown for each of the cohorts. Interpretation was performed by a pathologist blinded by treatment group. Telmisartan, n = 7; I-BET151, n = 7; Vehicle, n = 16; Healthy, n = 7. *p = 0.0032 vs Vehicle Control (Wilcoxon test).

### Fibrosis study: Glucose, Liver Histopathology, and Measurement of Fibrosis

In the fibrosis study, both glucose and insulin levels were significantly reduced following I-BET151 treatment relative to the vehicle (Supplementary Table S3). Sirius red staining of livers at 12 weeks showed various degrees of a moderate perisinusoidal collagen deposition starting from the central area and extending into the hepatic lobules, including in the vehicle group (Fig. 3A and Supplementary Fig. S2). The percentage of fibrosis area (Sirius red-positive area) significantly increased in the vehicle-treated group compared to the healthy animals (*p* < 0.001, Wilcoxon test; Fig. 3B), but decreased in the I-BET151 treatment groups relative to the vehicle, with mice dosed at the highest concentrations (10 and 15 mg/kg) showing a statistically significant reduction in fibrosis score when compared to the vehicle group (*p* = 0.05, 0.0041, respectively, Wilcoxon test; Fig. 3B).

**Figure 3:**
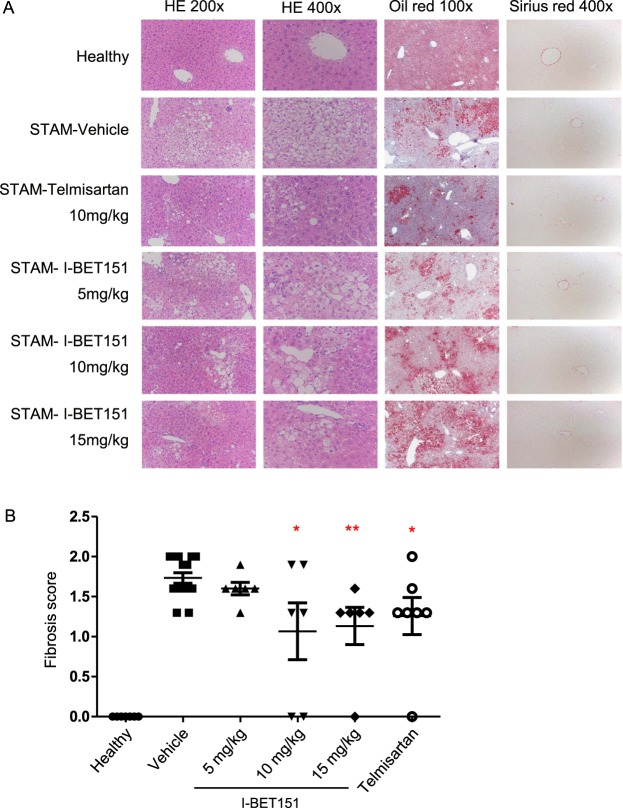
Reduction of fibrosis in STAM mice following I-BET151 treatment. **(A)** Representative H&E stained (200x and 400x), Oil-red (100x) stained, and Sirius-red (400x) stained liver sections from healthy, vehicle, Telmisartan, and I-BET151 treated NASH STAM mice collected at week 12. **(B)** Histopathology assessment of fibrosis scores from mouse liver specimens obtained at 12 weeks of age following I-BET151 and Telmisartan treatment between weeks 9–12. The scoring was determined based on the NASH CRN scoring. Data are expressed as means ± SEM. Asterisks denote significant changes compared to Vehicle (*p < 0.05, **p < 0.01; Wilcoxon test).

### Expression of inflammatory and collagen/fibrosis markers

We analyzed mRNA expression levels of the inflammatory cytokines tumor necrosis factor-α (TNF-α), monocyte chemoattractant protein-1 (MCP-1) and interferon-γ (IFN-γ), as well as the fibrosis markers TIMP metallopeptidase inhibitor 1 (TIMP1), collagen type 1 alpha 1 (COL1A1), and transforming growth factor-β (TGF-β) in liver tissue from mice from both the NASH (Fig. 4A) and the fibrosis studies (Fig. 4B). Several markers showed a significant decrease in expression following treatment in one or both studies. When compared to the vehicle, IFN-γ expression was significantly reduced after I-BET151 treatment in the NASH study as well as in the 5 and 15 mg/kg I-BET151-treatment groups in the fibrosis study (*p* < 0.05, one way ANOVA followed by Fisher LSD test). TNF-α and MCP-1 showed a downward trend towards lower expression levels compared to vehicle in the fibrosis study. Among the fibrosis markers tested, TIMP-1 showed a consistent significant decrease in all three I-BET151 treated groups in the fibrosis study (*p* < 0.05, one way ANOVA followed by Fisher LSD test), and COL1A1 showed a suggestive, but non-significant decrease following treatment in both the NASH and fibrosis studies. Additional results from the follow-up NASH study are shown in Supplementary Table S6.

**Figure 4:**
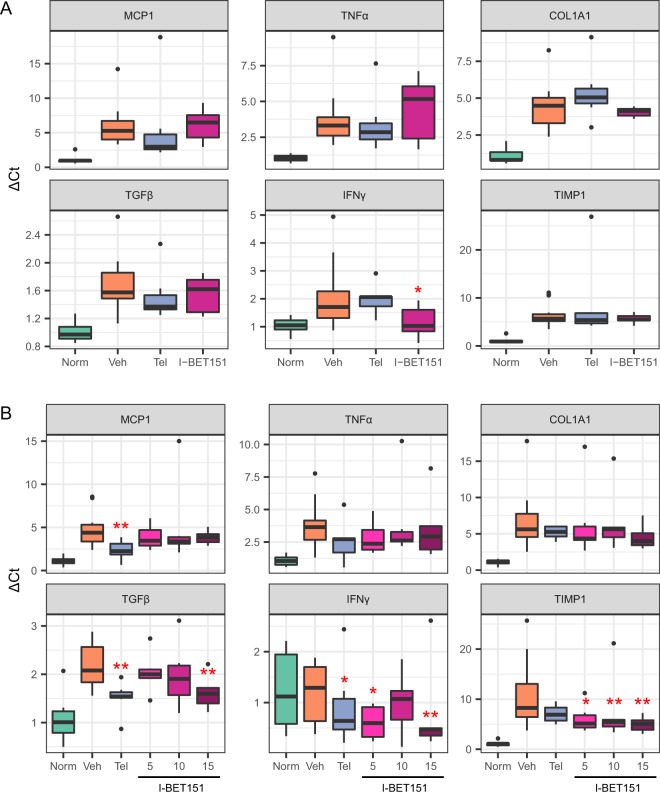
Gene expression of inflammatory and fibrosis markers from RT-qPCR. Expression of marker genes in Healthy (Norm), STAM-Vehicle (Veh), STAM-Telmisartan (Tel), and STAM-I-BET151 groups in the **(A)** NASH and **(B)** fibrosis studies. I-BET151 concentrations are shown in mg/kg. ΔCt was computed relative to Rplp0 reference. Asterisks denote significant changes compared to Vehicle (*p < 0.05, **p < 0.01, one way ANOVA followed by Fisher LSD test). Outliers (>Mean ± 2*SD) are shown but were excluded during the statistical analysis.

### RNA-Seq expression/pathways

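Liver RNA from 12 mice of the NASH study was sequenced, 4 healthy mice, 4 STAM mice given vehicle and 4 STAM mice given 10 mg/kg I-BET151 from week 6 to week 9. STAM mice carry diabetes with a high-fat diet as a model of NASH, and I-BET151 blocks the bromodomains of the BET proteins. The authors aligned the reads with STAR and deposited whole-number counts of reads per gene for each mouse, without normalization. The total count per mouse ranged from 39528620 to 49485066 in healthy mice (median 44132085), from 40279918 to 50378953 in vehicle mice (median 46780152) and from 34711229 to 53365596 in I-BET151 mice (median 40634424). The paper states a depth in reads sequenced per sample, and the values here use the counts on genes. The paper's methods leave out 1 STAM-I-BET151 sample for low gene counts without naming it. The 4 I-BET151 mice had totals of 53365596, 35171038, 34711229 and 46097810, and 23372, 22293, 24304 and 22935 genes with a count. Mouse 3 had the lowest total and mouse 2 the fewest genes, so the excluded sample could not be told from the counts and all 4 mice were used. Counts were normalized by edgeR's TMM method, genes with too few counts were removed by filterByExpr, and 16823 genes were tested in a single fit of the 3 groups with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Normalized values are given as CPM, counts scaled to the TMM-normalized library size, with the SD over 4 mice. The paper used DESeq2, which is reported beside it as an alternative.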

To better understand the broader transcriptomic changes underlying NASH progression and the effect of I-BET151 on disease-related processes, we performed RNA-seq on the collected liver tissue from healthy, vehicle-treated STAM, and I-BET151-treated STAM mice from the NASH study (i.e. dosed from week 6–9). Comparing healthy to the vehicle, we found 1,922 significantly differentially expressed genes (DEGs; FDR-adjusted *p* ≤ 0.05), representing transcriptomic changes that occur during disease onset in this model. 

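Between vehicle and healthy livers, 1195 genes differed at an FDR-adjusted p of at most 0.05, of which 963 were higher and 232 lower in vehicle. DESeq2 gave 1892 genes. The fit restricted to these 2 groups gave 3879. Fits that each left out 1 of the 12 mice gave from 546 to 1399, except for 3779 without I-BET151 mouse 3. That mouse is in neither of these groups and enters only through the single fit, so the number depends on it. The mice of the groups share replicate numbers, but the deviations of same-numbered mice were no more alike than those of other mice (mean r = -0.0697 against 0.0232). With the replicate number as a block, 742 genes differed. With the sequencing lane as a covariate, 37 did, and the lanes hold too few mice of each group to compare within a lane. Among genes that separated every vehicle mouse from every healthy mouse, the largest increases were in Fgf23, Vmn2r3, Cnpy1, Sprr1a and Dmbt1, none of which had a count in any healthy liver. Fgf23 (ENSMUSG00000000182, chromosome 6 of GRCm38 from 127072902 to 127081408) reached 1.02 ± 0.926 CPM in vehicle (log2 fold change 8.52, standard error 1.44, adjusted p = 0.00660). The largest decreases were in Scd1, Raet1d, Cyp26a1, Hsd3b5 and Ptprt. The stearoyl-CoA desaturase gene Scd1 (ENSMUSG00000037071, chromosome 19 of GRCm38 from 44394455 to 44407879) fell from 1985 ± 239 CPM in healthy to 145 ± 88.5 in vehicle livers (log2 fold change -3.78, standard error 0.58, adjusted p = 0.00200).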

The changes in expression between healthy and STAM mice were overall concordant with the transcriptional signature from one of the human NASH studies from our CMAP analysis, with a significant overlap between the top up- and down-regulated genes between the two species (up-regulated: p = 0.007, odds ratio = 1.5; down-regulated: p = 0.05, odds ratio = 1.7; Fisher’s Exact Test; see Methods), suggesting that the STAM model captures the general transcriptional characteristics of human NASH. 

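The human signature was not analysed here, and the mouse side of the comparison was taken at a log2 fold change of 0.5 in either direction. From healthy to vehicle, 3172 of the tested genes rose by at least that much and 918 fell by at least that much. These numbers depend on the genes with low counts, as without a filter 9031 genes rose and 3397 fell, and with at least 10 counts in every mouse 2061 rose and 599 fell.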

To gain an understanding of the underlying functional modulation that the disease-induced DEGs might represent, we performed gene ontology (GO) and pathway analyses using the mouse DEG list. GO analysis showed an enrichment of functions related to immune response, lipid metabolism, inflammation, oxidation-reduction, and cell movement/adhesion. Over 45% (1,094) of the DEGs were also annotated as being membrane-associated or membrane-spanning, suggesting substantial changes in cell signaling and/or extracellular interactions might be playing a role during disease progression in these mice. Pathway analysis using MetaCore (Thomson Reuters) identified several pathways where these DEGs were overrepresented, with the top four most enriched pathways for DEGs including those related to liver inflammation (“Chemokines in inflammation in adipose tissue and liver in obesity, type 2 diabetes and metabolic syndrome X”), cell adhesion (“Cell adhesion: Integrin inside-out signaling in neutrophils” and “Role of cell adhesion in vaso-occlusion in Sickle cell disease”), and Th17 cell migration (“Common mechanisms of Th17 cell migration”).

We next compared the transcriptional signature of the STAM vehicle group to the group treated with I-BET151. 

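In the fit of all 12 mice, 16 genes were higher and 43 lower in I-BET151 than in vehicle livers at an adjusted p of at most 0.1, and 1460 of the 16823 genes had an unadjusted p under 0.05. Each of the 59 genes separated the 4 I-BET151 mice from the 4 vehicle mice. DESeq2 on the same mice gave 94 genes that increased and 174 that decreased. With each mouse left out in turn, from 2 to 155 genes increased and from 10 to 248 decreased, the highest numbers being those without I-BET151 mouse 3. Same-numbered mice of these groups did not deviate together (mean r = -0.0623 against 0.0189 for other pairs), and with the replicate number as a block 2 genes increased and 8 decreased.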

The number of DEGs following I-BET151 intervention was relatively small, even at a relaxed *p* value threshold of 0.1, with only 97 genes that increased in expression after treatment and 141 genes that decreased (FDR-adjusted *p* ≤ 0.1; Fig. 5A). 

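Gstp3 (ENSMUSG00000058216, chromosome 19 of GRCm38 from 4057477 to 4059569) rose from 10.9 ± 1.12 CPM in vehicle to 23.0 ± 6.16 in I-BET151 livers (log2 fold change 1.08, standard error 0.18, adjusted p = 0.0366 from edgeR's quasi-likelihood test). Hist1h4h (ENSMUSG00000060981, chromosome 13 of GRCm38 from 23531050 to 23531519) had 1.64 ± 0.261 CPM in vehicle and 17.6 ± 7.78 in I-BET151 livers (log2 fold change 3.42, standard error 0.36, adjusted p = 0.00409). It passed the threshold in 12 of the 12 fits that each left out a mouse, with log2 fold changes from 3.19 to 3.69. Hist1h4k and Hist1h4m were low throughout, at 1.18 ± 0.386 and 0.845 ± 0.0988 CPM after I-BET151, with log2 fold changes of 2.23 (adjusted p = 0.0364) and 2.01 (adjusted p = 0.0366). Hist1h4a and Hist1h2al were below the limit for testing in the fit of all 12 mice, with 0 to 2 and 2 to 5 counts in vehicle mice and 6 to 19 and 8 to 20 in I-BET151 mice. DESeq2, which kept them, gave adjusted p values of 0.00659 for Hist1h4a and 0.112 for Hist1h2al. In edgeR they were tested in 9 of the 12 fits that each left out a mouse, of which Hist1h4a passed in 8 and Hist1h2al in 0. With the replicate number as a block, Hist1h4h kept an adjusted p of 0.0464, while Gstp3 (0.101), Hist1h4k (0.109) and Hist1h4m (0.133) no longer passed 0.1 in edgeR.

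**Figure D1:**
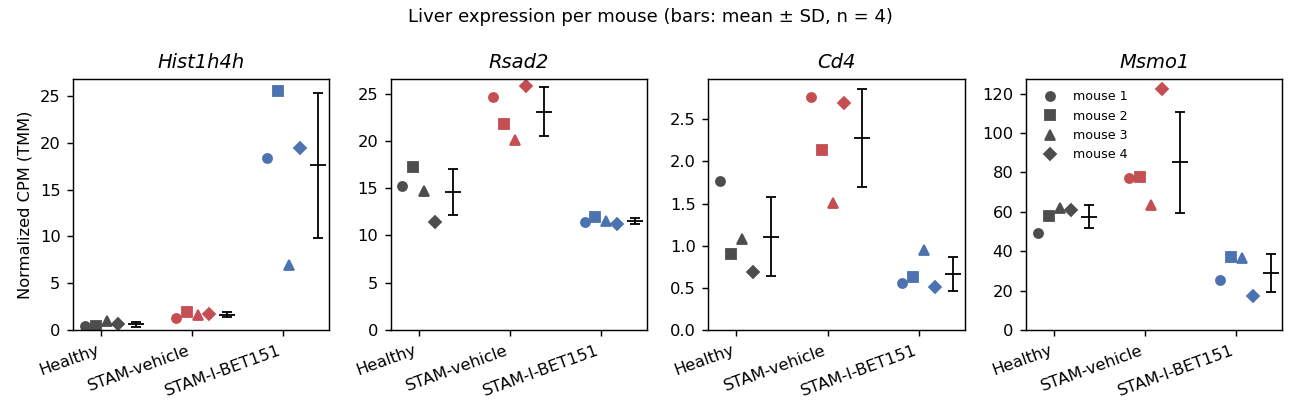
Normalized CPM of Hist1h4h, Rsad2, Cd4 and Msmo1 in each liver (y axis, TMM-normalized CPM) by group (x axis); each symbol is a mouse, mice with the same number in different groups are different animals, and bars give the mean and SD of 4 mice. For Hist1h4h, I-BET151 mouse 3 lies at 6.96 CPM, below the other I-BET151 mice and above every vehicle mouse.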

Among the most greatly increased genes were the glutathione transferase *Gstp3* and several histone subunits, including *Hist1h4h*, *Hist1h4a*, *Hist1h4k*, *Hist1h4m*, and *Hist1h2al*. The genes with the greatest decrease following treatment included a striking number of genes with immune-related functions, including *Rsad2*, *Ly6a*, *Cd4*, *Cd7*, *Cxcl10* (also called IP-10), *Stat1*, and *Ccl5*. 

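Rsad2, Cd4, Cd7, Ccl5, Ly6a and Cxcl10 had lower means in I-BET151 livers, with log2 fold changes from -1.90 (Cd7) to -1.00 (Rsad2), and of these Rsad2 and Cd4 passed an adjusted p of 0.1 in edgeR's quasi-likelihood test. Rsad2 (ENSMUSG00000020641, chromosome 12 of GRCm38 from 26442746 to 26456452) fell from 23.1 ± 2.62 to 11.5 ± 0.332 CPM (log2 fold change -1.00, standard error 0.13, adjusted p = 0.0186), and Cd4 (ENSMUSG00000023274, chromosome 6 of GRCm38 from 124864692 to 124888221) from 2.28 ± 0.584 to 0.662 ± 0.199 (log2 fold change -1.77, standard error 0.32, adjusted p = 0.0520). The adjusted p was 0.110 for Cd7, 0.135 for Ccl5, 0.196 for Ly6a and 0.238 for Cxcl10. In DESeq2, and in edgeR without I-BET151 mouse 3, each of these genes passed. With the replicate number as a block in edgeR, Rsad2 had an adjusted p of 0.0962 and Cd4 of 0.173. Rsad2 passed in 12 and Cd4 in 7 of the 12 edgeR fits that each left out a mouse.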

In agreement with this, the DEGs were strongly enriched for immune-related GO terms, with a more moderate enrichment for external plasma membrane and nucleosome terms (Fig. 5B). 

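The GO terms were not recomputed. For the nucleosome, 22 of the 67 genes named Hist1 to Hist4 in the annotation had enough counts to be tested. Of these, 19 had a higher mean log2 CPM after I-BET151 than in vehicle. Their median log2 fold change was 0.61, against -0.017 over all tested genes. The two-sided p from limma's camera was 5.5e-12 at a preset correlation between genes of 0.01 and 0.00117 with a correlation estimated from the data. With the replicate number as a block, the p from limma's camera was 6.9e-13. Other divisions of the I-BET151 and vehicle mice gave a median camera p of 0.0494 at the preset correlation, and none gave one as small as the real groups. Some of those divisions keep part of the treatment contrast. The size of the p at the preset correlation cannot be taken at face value.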

Pathway analysis showed significant enrichment and downregulation of several pathways related to IFN-α/β signaling, as well as the “Cholesterol Biosynthesis” pathway (Fig. 5C).

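All 15 genes listed in Fig. 5C for the interferon pathway through JAK/STAT had a lower mean after I-BET151, with a median log2 fold change of -0.93. 6 passed an adjusted p of 0.1 in edgeR's quasi-likelihood test and 11 in DESeq2. All 15 passed in edgeR without I-BET151 mouse 3, the left-out mouse that gave the most changed genes. A wider set, the 26 tested members of the Oas, Ifit, Mx and Gbp families, had a median log2 fold change of -0.88, with lower means for all of them (limma's camera, two-sided p = 2.9e-20, or 0.0226 with an estimated correlation between genes and 3.8e-20 with the replicate block). All 19 genes of cholesterol biosynthesis had lower means, with a median log2 fold change of -0.68 (limma's camera, p = 4.3e-26, or 0.00518 with an estimated correlation and 1.0e-23 with the replicate block). Other divisions of the same mice gave a median camera p of 0.00319 for cholesterol and 0.00117 for interferon at the preset correlation. None gave one as small as the real groups, and some keep part of the treatment contrast. The size of the p at the preset correlation cannot be taken at face value. 5 of the 6 cholesterol genes shown in Fig. 5C passed the threshold. Msmo1 fell from 85.2 ± 25.6 to 29.1 ± 9.60 CPM (log2 fold change -1.55, standard error 0.24, adjusted p = 0.0304) while Fdps did not pass (adjusted p = 0.337). With the replicate block Msmo1 had an edgeR adjusted p of 0.117 and no longer passed. In healthy livers it had 57.6 ± 5.73 CPM.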

**Figure 5:**
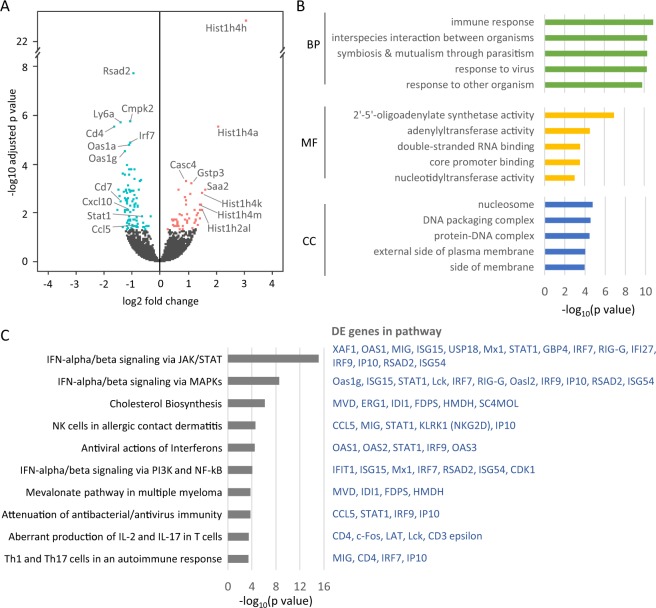
RNA-seq analysis of transcriptional changes after I-BET151 treatment. **(A**) Volcano plot showing the results of the differential expression analysis between the STAM-vehicle and STAM-I-BET151 groups. Genes that were significantly higher after I-BET151 treatment are shown in pink; genes that were significantly lower are shown in blue (FDR-adjusted p < 0.1; statistical analysis by DESeq2). **(B**) Top GO terms of the significant differentially expressed genes (DEGs) from the biological process (BP), molecular function (MF), and cellular component (CC) categories. **(C)** Top pathways enriched in the significant DEGs. Pathways are from MetaCore. The DEGs found each pathway, as reported by MetaCore, are listed to the right, with down-regulated genes (lower after treatment) shown in blue.

To determine the effect of I-BET151 treatment directly on disease-relevant processes in the STAM model, we examined how genes in the top four disease-perturbed pathways (i.e. those that changed from healthy to vehicle, described above) changed after treatment (Fig. 6A). In all but one of these pathways, I-BET151 treatment reversed the majority of the significantly up- and down-regulated pathway genes from the disease state, restoring these genes towards the levels observed in healthy livers. The most pronounced reversal was seen in the Th17 migration pathway, in which 71% of the DEGs in disease were reversed after treatment (Fig. 6A, lower right). We also examined expression changes in markers of fibrosis, which may indicate NASH severity and progression. Most of these markers were upregulated in the vehicle relative to healthy, suggesting an increase in fibrosis-related processes during disease onset. 

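Of the 50 markers shown in Fig. 6B, 42 had a higher and 8 a lower mean in vehicle than in healthy livers. 11 increases and 2 decreases passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and 18 and 3 in DESeq2. The mean log2 CPM over the 50 markers was 2.49 ± 0.191 in healthy and 3.08 ± 0.172 in vehicle mice (SD, 4 mice each). The difference of 0.59 was larger than the spread between mice, and every vehicle mouse lay above every healthy mouse (two-sided exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). With the signs of the same-numbered differences permuted as a replicate block, p was 0.125, the smallest that 4 pairs allow.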

Importantly, following I-BET151 treatment these markers showed a decrease in expression relative to the vehicle, suggesting a possible halt in fibrotic processes (Fig. 6B). 

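After I-BET151, 26 of the 50 markers had a lower and 24 a higher mean than in vehicle livers, with a median log2 fold change of -0.013, and 0 passed an adjusted p of 0.1 in edgeR's quasi-likelihood test, where 8 had an unadjusted p under 0.05. In DESeq2 27 were lower, 2 of them past the threshold, and 0 increases passed. In edgeR without I-BET151 mouse 3, 30 were lower, and 2 decreases and 1 increase passed. Of the 42 markers that were higher in vehicle than in healthy livers, 21 were lower after I-BET151, or 26 without I-BET151 mouse 3. The largest decrease was in Thbs1, from 5.69 ± 1.37 to 2.52 ± 0.570 CPM (log2 fold change -1.17, standard error 0.28, adjusted p = 0.149, or 0.00643 in DESeq2), and the largest increase in Apcs, from 41.1 ± 19.4 to 117 ± 118 (log2 fold change 1.50, standard error 0.63, adjusted p = 0.513). The mean log2 CPM of the markers was 2.99 ± 0.226 in I-BET151 mice (SD, 4 mice) and differed from vehicle by -0.085, less than the spread between mice (two-sided exact permutation test, p = 0.657). The exact permutation of the signs of same-numbered differences, as a replicate block, gave p = 0.625. The difference ranged from -0.16 to 0.028 with a mouse left out. It was lowest without vehicle mouse 1, -0.13 without I-BET151 mouse 3, and positive without I-BET151 mouse 2. From the lower expression of these markers after treatment, the paper proposes a possible halt in fibrotic processes.

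**Figure D2:**
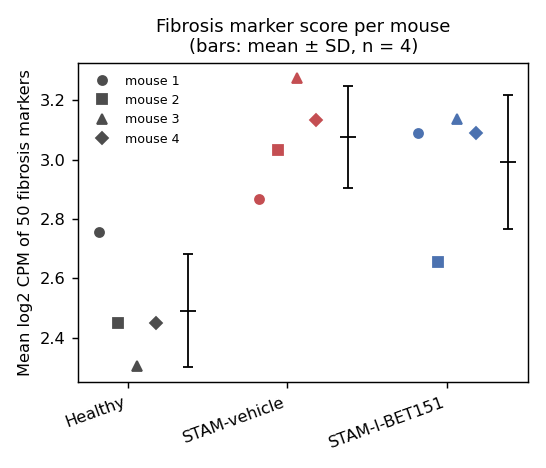
Mean log2 CPM of the 50 fibrosis markers of Fig. 6B (y axis, which does not start at 0) in each liver by group (x axis); symbols are mice, mice with the same number in different groups are different animals, and bars give the mean and SD of 4 mice. I-BET151 mouse 2 lies apart from the other I-BET151 mice, which overlap the vehicle mice.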

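Timp1 (ENSMUSG00000001131, chromosome X of GRCm38 from 20870166 to 20874735) had 0.0411 ± 0.0456 CPM in healthy, 0.527 ± 0.198 in vehicle and 0.473 ± 0.199 in I-BET151 livers. Its log2 fold change was 3.49 from healthy to vehicle (standard error 0.61, adjusted p = 0.00446) and -0.13 from vehicle to I-BET151 (standard error 0.45, adjusted p = 0.972). Tlr9 also rose in vehicle (log2 fold change 1.37, adjusted p = 0.0193) and changed by -0.15 after I-BET151 (adjusted p = 0.937). From healthy to vehicle, the log2 fold changes of Acta2, Lox and Tlr4 were 0.96, 0.92 and 0.29 (adjusted p = 0.304, 0.133 and 0.560). From vehicle to I-BET151 they were 0.073 for Acta2 (standard error 0.51, adjusted p = 0.987), -0.71 for Lox (standard error 0.34, adjusted p = 0.590) and -0.30 for Tlr4 (standard error 0.26, adjusted p = 0.812). The direction of the change after I-BET151 depended on single mice for Timp1 and Acta2, with log2 fold changes from -0.35 to 0.15 and from -0.46 to 0.35 when each mouse was left out in turn. It also changed for Acta2 with the replicate block (-0.029) and for Timp1 (0.031) and Tlr9 (0.081) with the sequencing lane as a covariate.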

Among the genes that showed this reversal of expression following treatment were *Timp1*, *Acta2*, *Lox*, *Tlr4*, and *Tlr9*. It should be noted, however, that the histopathology was inconclusive regarding the fibrotic state of the animals used for this part of the study. 

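The human signature was not analysed here. On the mouse side, 918 of the 16823 tested genes had a log2 fold change of -0.5 or less from vehicle to I-BET151. The number was 4737 without a filter on low counts, 542 with at least 10 counts in every mouse and 1033 with the replicate number as a block.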

Comparing again to the human NASH transcriptional signature from the CMAP analysis, we found significant overlap between genes up-regulated during human NASH and genes down-regulated by I-BET151 in the STAM mice—i.e. a reversal of the human disease signature (p = 0.0004, odds ratio = 2.5; Fisher’s Exact Test; see Methods). Altogether, these results suggest that I-BET151 treatment reverses human-relevant NASH-induced genes and pathways back towards healthy levels, particularly in relation to immune responses.

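Over all 1195 genes that differed between vehicle and healthy livers, 650 (54.4%) had a log2 fold change of the opposite sign from vehicle to I-BET151, 532 of the 963 that rose and 118 of the 232 that fell. The same vehicle mice enter both comparisons, so their chance deviations count towards this share. With separate vehicle mice for each comparison the mean share over the 6 ways to divide them was 54.0%. When the genes were also chosen from the vehicle mice of the disease comparison alone, an alternative chosen after seeing the data, it was 40.7%. Without I-BET151 mouse 3 that mean share was 55.5%, so its side of 50% depended on this mouse. Of the 25 genes past the threshold in both comparisons, 20 were reversed. With the replicate number as a block the share was 58.1%.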

**Figure 6:**
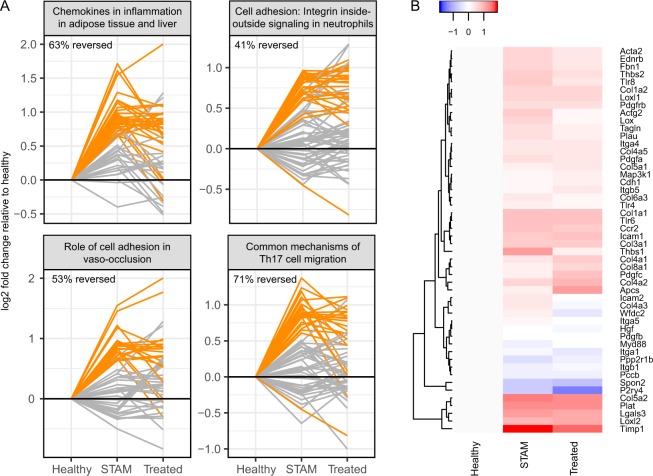
Effect of I-BET151 treatment on disease progression pathways and markers. **(A)** For each of the top four pathways that were altered in the disease state (based on the comparison of healthy vs. STAM-vehicle mice), the progression of expression changes of the pathway genes are shown from Healthy to STAM-Vehicle (STAM) to STAM-I-BET151 10 mg/kg (I-BET151) mice. Each line in the graph shows a single gene, with genes that were significantly altered in STAM vs. healthy highlighted in orange. The percent of the orange genes that were reversed after treatment (i.e. returned towards the healthy state) is indicated for each pathway. **(B)** Heatmap showing expression changes of fibrotic markers in Healthy, STAM-Vehicle, and I-BET151 10 mg/kg treated mice. Expression is shown relative to the Healthy mice.

## Discussion

The current study was undertaken to follow up on a computational prediction by CMAP analysis that BET inhibition could have therapeutic potential for NASH. To test this hypothesis, we examined the effects of I-BET151 in an established STAM mouse model at two distinct time windows: 6–9 weeks to study the effects during NASH onset, and 9–12 weeks to study the effects on fibrosis. We found that therapeutic intervention with I-BET151 significantly improved human-relevant histological and gene expression-based measures of disease severity, including NAS (which is routinely used to diagnose human clinical samples), fibrosis score, fibrosis marker expression (including TIMP1), and inflammatory gene expression (including IFN-γ). A major emphasis of our study was the transcriptomic characterization of the STAM model with I-BET151 intervention through RNA-sequencing of liver tissues to comprehensively identify expression changes during NASH onset and after I-BET151 treatment. This characterization revealed—for the first time in this model system, to the best of our knowledge—that I-BET151 intervention results in the down-regulation of numerous immune-related genes, particularly those involved in interferon signaling. Additionally, I-BET151 treatment resulted in the reversal of fibrosis markers and disease pathway genes towards healthy levels of expression, including genes induced during human NASH. Altogether, these results support our initial computationally-driven hypothesis and suggest that BET inhibition demonstrates therapeutic potential for NASH and other fibrotic diseases (Fig. 7).

**Figure 7:**
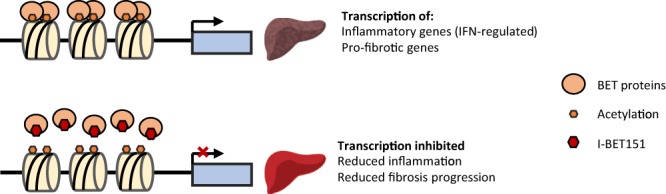
Proposed effects of BET inhibition in NASH. In the disease state, BET protein binding to acetylated histones promotes transcription of inflammatory and pro-fibrotic genes. Upon inhibition of BET protein binding by I-BET151, transcription of these genes is reduced, leading to a corresponding reduction in hepatic inflammation and fibrotic progression.

### Reduction of glucose dysfunction

Abnormal glucose metabolism is a common phenotype observed in NASH, and there appears to be a strong link between NASH and T2D, with 44% of NASH patients estimated to have diabetes^5^. Linking these two diseases is the phenomenon of insulin resistance, which is known to promote lipolysis and lipogenesis and is key driver of hepatic steatosis^28^. Drugs that improve insulin sensitivity and glucose homeostasis are therefore of considerable interest in the context of NASH, some of which are already being considered as possible treatments for NASH (e.g. PPAR agonists)^28^. Here, we observed reduced serum glucose levels in the mice following IBET-151 treatment relative to vehicle controls in both the NASH and fibrosis studies, suggesting a possible overall improvement in glucose homeostasis. This finding is in agreement with a previous study using I-BET151 in the NOD mouse model of diabetes^29^, where it was demonstrated that treatment of NOD mice with I-BET151 for two weeks led to prolonged normoglycemia, preventing the development of NOD diabetes for 18 weeks. I-BET151 treatment in that study appeared to have a dual mechanism of action, both inducing the pancreatic macrophage population to adopt an anti-inflammatory phenotype (primarily via the NF-κB pathway), and promoting β-cell numbers^29^. Although glucose levels do not inform directly on NASH severity or improvement, these observations from our study and others suggest an additional axis of benefit of I-BET151 treatment for NASH patients that have diabetes. There could also be indirect benefits for other NASH patients, whereby the improvement of glucose homeostasis decreases fatty acid oxidation and thus reduces the effects of lipid accumulation, resulting in a protective effect against NASH progression.

### Anti-inflammatory effects

Inflammation is a central feature distinguishing NASH from NAFLD and is a major driver of progressive fibrotic remodeling of the liver. Clinical studies targeting genes associated with pro-inflammatory pathways, such as apoptosis signaling kinase-1 (ASK1) and C-C motif chemokine receptor 2 (CCR2)^30–32^, have been shown to improve NASH and control the progression of fibrosis, and there is great interest in the identification of additional inflammatory targets for potential therapies. Here, we found that the overall histological improvement in liver sections following I-BET151 treatment was driven by reduced lobular inflammation and hepatocyte ballooning rather than reduced steatosis, suggesting that in this model I-BET151 has a primarily anti-inflammatory effect. This is in line with previous work linking BET inhibition with potent suppression of pro-inflammatory pathways^33^. Interestingly, the specific genes and pathways affected by BET inhibition have been found to be highly cell type specific^33^ indicating that an accurate evaluation of the potential therapeutic impact of BET inhibition for NASH requires examining its effects in liver tissue. Through our RNA-seq analysis of I-BET151 treated STAM livers, we observed a marked decrease in inflammatory gene expression in interferon-related pathways, suggesting suppression of interferon signaling may be a key mechanism of anti-inflammatory action of I-BET151 in this system. BET inhibition has been shown to suppress interferon-stimulated gene expression in the past^34,35^ but the suggestion that this pathway could be a key avenue of effect in liver tissue specifically—at least in this model system—is novel. This finding is intriguing, as interferon signaling has already been implicated in NAFLD and NASH by multiple studies and has been suggested as a possible therapeutic target^36^. In addition, several of the interferon-related genes we observed with significantly decreased expression following I-BET151 treatment have been independently implicated in NASH. For example, the pro-inflammatory chemokine CXCL10 has been shown to induce inflammation and regulate lipogenesis and oxidative stress in NASH^37^, and circulating CXCL10 levels are an independent risk factor for NASH and associated with the severity of lobular inflammation^38^. Another example is STAT1, which is up-regulated in the hepatocytes of NASH patients and has also been shown to be correlated with disease severity, specifically with the NAFLD activity score^39^. 

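The interferon genes themselves were close to the lowest level the depth can show. Ifng (type II) had 0 to 7 counts per liver, and was below the limit for testing. Ifnb1 (type I) had at most 1 count in any liver, and the Ifna genes, of the same type I, at most 1. Ifnl2 and Ifnl3 (type III) had 0 in every liver. A change in the interferon genes was not detectable at this depth.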

We note that from the available data, we are unable to definitively conclude whether the observed pathway changes are primarily induced by reduction in type I, II, or III interferons, since many of the DEGs from these pathways can be modulated by more than one type (e.g. STAT1). Overall, our results demonstrate that BET inhibition in STAM mouse liver tissue has an overall beneficial effect on inflammation and suppresses key inflammatory genes associated with NASH progression and severity.

### Effects on fibrosis

In NASH patients, untreated fibrosis leads to cirrhosis and is associated with increased risk of cancer, need for liver transplant, and mortality. Therefore, treatments that can halt or reverse fibrotic liver injury are of particular need. Key drivers of progressive fibrosis include persistent inflammation and hepatic stellate cell (HSC) activation which result in chronic expression of pro-fibrotic genes involved in e.g. extracellular matrix remodeling. Targeting of these pathways present promising avenues for treatment. Here, we found that multiple dosing concentrations of I-BET151 showed significant anti-fibrotic effects as evidenced by reduction of histological fibrosis score and reduced expression levels of TGFβ and TIMP1. We also saw an overall reduction in the expression of a panel of other fibrotic marker genes based on RNA-seq. These results are in agreement with a previous study in the CCl_4_ mouse model of hepatic fibrosis, where it was found that three BET inhibitors—I-BET151, JQ1, and PFI-1—all decreased pro-fibrotic gene expression in the presence and absence of TGF-β1^18^. Further follow-up with JQ1 in this model also suggested that it could significantly decrease HSC activation and halt or even reverse fibrosis based on histological markers^18^. Although we did not examine reversal of fibrosis in the current study, our findings extend these previous reports of the beneficial effects of BET inhibition on fibrosis to the STAM model, which more closely mirrors human NASH progression.

An important remaining area of work is determining the mechanism of effect of BET inhibition on fibrosis progression in NASH. Given the key role of inflammation in this process, we hypothesize that the decreases in inflammation and interferon signaling we observed following I-BET151 treatment are at least partially responsible. In support of this, a recent mouse steatohepatitis model study revealed that IFN-γ deficiency reduces hepatic fibrosis^40^ suggesting a role specifically for interferon modulation. We also found some evidence for a decrease in HSC activation, including a general decrease in expression of HSC activation markers such as ACTA2, ACTG2, LOX, and TIMP1, although not all of these effects were significant. 

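Actg2 had 0.380 ± 0.115 CPM in vehicle and 0.314 ± 0.302 in I-BET151 livers (log2 fold change -0.20, standard error 0.61, adjusted p = 0.968 from edgeR's quasi-likelihood test), with log2 fold changes from -0.99 to 0.090 when each mouse was left out in turn. Of Acta2, Actg2, Lox and Timp1, none passed an adjusted p of 0.1 after I-BET151 in the livers of the NASH study.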

Previous work also supports a direct mechanism of BET inhibition on pro-fibrotic gene expression: BRD4 was found to be enriched at active enhancer elements associated with known profibrotic transcription factors, and the predicted target genes were enriched for profibrotic functions^18^. More work will be needed to identify the precise mechanisms underlying the effects of BET inhibition on fibrosis, but altogether, our results lend further support to the idea that BET inhibition may be an effective treatment for fibrosis in NASH.

### Limitations and future directions

Understanding a complex disease such as NASH in model systems with therapeutic intervention requires a significantly large sample size. While our study was able to identify inflammatory and fibrotic markers, studies such as ours might suffer from lack of significant statistical power to identify a comprehensive set of inflammatory and fibrosis markers and driver mechanisms due to the limited sample size. Nonetheless, the sample size was adequate to preliminarily evaluate the potential of this compound for treating NASH and fibrosis. The effects of I-BET151 on additional parameters, such as intrahepatic triglycerides, oxidative stress markers, or antioxidant function markers, should also be explored further.

It is important to note that the conclusions of this study, while promising, are inherently limited by the animal model used, and therefore must be interpreted with caution before translating them for human therapeutic use. The STAM model is a chemically (STZ)-induced NASH model which may or may not completely recapitulate features of human NASH that are associated with the metabolic syndrome (e.g., obesity, insulin resistance), and we did not investigate the effects on mice treated with STZ or high fat diet alone. In addition, feasible intervention points will need to be defined for human NASH, which may differ from what was studied here; we focused on treatment starting at the onset of NASH and onset of fibrosis, but later intervention points may be necessary in the human case. Another limitation was that, while transcriptomics characterization revealed that I-BET151 intervention resulted in significant anti-inflammatory and anti-fibrotic activity, the underlying mechanisms that led to these findings (e.g. immune response, regulation of cholesterol biosynthesis, interferon signaling, and effects on hepatocytes, Kupffer cells, HSCs) still remain to be determined. Further elucidation of these mechanisms will require significant additional work outside of the scope of this pilot study, and will be an important focus for future research across the field.

## Conclusions

Overall, the observed reductions in NAS and fibrosis score support the potential therapeutic application of BET inhibition for NASH and fibrotic liver diseases, and suggest that BET inhibition exerts a primarily anti-inflammatory effect on liver tissue, likely via interferon pathways (Fig. 7). Further clinical investigations could help evaluate the therapeutic potential of BET inhibition for NASH patients. To the best of our knowledge, there are currently no publicly available RNA-seq datasets profiling human NASH; the availability of such human data in a large cohort would likely greatly advance our understanding of the disease, potential translatability of the current model, and allow for validation of the findings from this and other mouse model studies. Finally, this study adds to the growing number of other promising molecular targets^30,41^ that are currently being evaluated for this life-threatening disease.

## Materials and Methods

### Experimental design

The objective of this study was to test the hypothesis that BET inhibition has therapeutic potential for NASH. To achieve this, the STAM mouse model of NASH was used to evaluate the effects of the BET inhibitor I-BET151 *in vivo*. The overall design of the experiment is shown in Fig. 1. Sample sizes were chosen based on a power analysis of a pilot study using normal mice and STAM mice treated with Telmisartan or vehicle. Endpoints and data collection timepoints were pre-defined based on prior knowledge of the STAM model. No animals were excluded during the course of the study. Animals were assigned randomly to treatment groups and investigators were blinded to the group assignments of the animals during the experiment, including the two certified pathologists performing histopathology assessments. Outlier data points were defined using standard criteria on a per-assay basis, as described in the text.

### nSTZ-HFD induced STAM NASH mouse model

The animal studies described here were carried out at Wuxi AppTec, 90 Delin Rd, Shanghai, China on behalf of GlaxoSmithKline (GSK). During these studies, all animal procedures were conducted in accordance with the GSK Policy on the Care, Welfare and Treatment of Laboratory Animals and were reviewed the Institutional Animal Care and Use Committee either at GSK or by the ethical review process at the institution where the work was performed. The experimental protocol for this study was approved by the GSK office of Animal welfare, Ethics and Strategy and Wuxi AppTec Co. Shanghai, China.

The STAM NASH mouse model was obtained from Shanghai Lingchang Laboratory Animal Co. LTD. The STAM model is created by a combination of chemical (streptozotocin) and dietary interventions consisting of high fat diet *ad libitum* in C57BL/6 mice^22^. STAM mice develop NASH with hepatocyte fat accumulation and inflammation at about week 7–9, and advance to fibrosis with nodule formation around week 11–12.

Briefly, 2 day old male C57BL/6 mice were injected by a single subcutaneous injection of 200 μg of streptozotocin to cause islet destruction and then fed a high fat diet (60% energy from fat, D12492; Research Diets, Inc) starting at 4 weeks of age and continuing for the entire duration of each study. The study design for each of the NASH and fibrosis studies are shown in Fig. 1.

At the termination of each study, animals were sacrificed by exsanguination through direct cardiac puncture under ether anesthesia. Serum and liver samples were collected for biomarker detection and histopathological analysis. Study end points included body and liver weights, plasma biochemistry, glucose, triglycerides (TG), alanine aminotransferase (ALT), aspartate aminotransferase (AST), total cholesterol (TCHO), and mRNA expression of inflammatory tumor necrosis factor-α (TNF-α), monocyte chemoattractant protein-1 (MCP-1), interferon-γ (IFN-γ), fibrotic transforming growth factor-β (TGF-β), collagen type 1 (COL1A1), and TIMP metallopeptidase inhibitor 1 (TIMP-1) genes. Liver sections were cut from FFPE blocks and stained with Hematoxylin and eosin stain (H&E) or Sirius Red to assess NAFLD score and liver fibrosis respectively.

### Treatment Groups

The test compound GSK1210151A (I-BET151) was developed at GSK^21^. For this study, I-BET151 was prepared as a suspension in 0.5% (w/w) hydroxypropyl methylcellulose (HPMC) with 0.1% (w/w) Tween 80 to a final concentration of 5 mL/kg. Dosing was administered orally once daily at 5 mg/kg, 10 mg/kg or 15 mg/kg. The vehicle control was prepared using 1.0% (w/v) MethylCellulose (MC). For positive control, Telmisartan, an angiotensin II receptor antagonist (QW32M-GS), was purchased from Tokyo chemical industry CO. LTD. The stock solution of Telmisartan was prepared in a suspension containing 1.0% (w/v) MC to a final concentration of 5 mL/kg and dosed orally once a day at 10 mg/kg.

### Experimental Protocol(s)

#### Body and Liver Weights

Body weight for each mouse was measured daily before and during the treatment period. In addition, body and liver weights were recorded after the animals were sacrificed.

#### Serum Glucose, Insulin, Triglycerides, Cholesterol, and Aminotransferases

Blood/plasma samples were collected from cardiac puncture at the termination of the study. Plasma levels of glucose, ALT, AST, TG and TCHO were measured using an auto biochemical analyzer Type 7180 (HITACHI CO., Ltd. 1-6-6, Tokyo). The kits used in the analysis were obtained from DiaSys Diagnostic Systems GmbH (#: 141 2707170 1 for ALT; 141 2607170 1 for AST; 112 1307170 1 for TCHO; 112 5717170 1 for TG; 141 251 71701 for glucose). Insulin was measured by ELISA kit EZRMI-13K (Millipore, USA).

#### Liver Cholesterol and Triglycerides

Liver TG levels were determined using a commercial kit purchased from BioVision Co. LTD (155 S. Milpitas Blvd., Milpitas, CA 95035 USA.CAT. #K622-100). Liver TCHO levels were determined using a cholesterol quantitation kit purchased from Sigma-Aldrich Co. LLC (CAT. # MAK043).

#### Gene expression of Inflammatory and Fibrosis Markers

Total RNA was extracted from each liver sample using RNeasy Mini Kit (Qiagen-74104). Extracted RNA was reverse transcribed to cDNA using a High Capacity cDNA Reverse Transcription Kit (AB-4368814).

Real-time PCR for each gene was performed using Faststart Universal Probe Master (ROX) (Roche-04914058001). Relative expression of target genes was compared after normalization against Rplp0 reference gene. The qPCR cycling conditions were: 95 °C 10 min followed by 40 cycles of 95 °C 15 s (Melt) and 60 °C 1 min (Anneal/Extend). qPCR measurements were carried out using the Bio Rad-CFX Connect system. The gene expression of the target gene in each test sample was determined by relative quantification using the comparative Ct (ΔΔCt) method. This method measured the Ct difference (ΔCt) between target gene and internal reference gene (18S) and then compared the ΔCt values of treated samples to naïve group samples.

Liver pathological study: NAS score and Fibrosis score: For H&E staining, four micron thick sections were cut from Paraffin-embedded blocks (Leicia RM2235) of liver tissue obtained from the left lateral lobe and stained with Lillie-Mayer’s H&E solution (Leicia Autostainer XL). Oil-red staining was performed on 15 micron thick sections obtained from the O.C.T blocks (Leicia CM1950).

To visualize collagen deposition, fixed liver sections were stained using picro-Sirius red solution. NAFLD Activity score (NAS) was calculated according to Kleiner’s criteria as previously described^27^. Scoring using NAS was performed by two certified pathologists blinded to treatment group using the three criteria of steatosis, hepatocyte ballooning, and lobular inflammation, and a third in-house pathologist was included in the final assessment of NAS scores. Steatosis in hepatocytes was scored as 0, 1, 2, or 3 if there were less than 5%, 5–33%, 33–66%, and greater than 66% hepatocytes with fat, respectively. Hepatocyte ballooning was scored as 0 if there was none, 1 if there were few ballooned cells, and 2 if there were many cells with prominent ballooning. Lobular inflammation was scored as 0, 1, 2, or 3 if there were none, less than 2, 2–4, or greater than 4 inflammatory foci per 200x field, respectively. These individual scores were summed to give the NAS for each animal.

### Connectivity Map (CMAP)

Transcriptional response profiles for GSK compounds were generated on a high-throughput gene expression profiling technology L1000 platform^42^ for over 400 compounds, some at multiple doses, in 11 cell lines. The assay measures the expression of 978 carefully selected landmark transcripts and infers the expression of the remaining 19 K transcripts using a computational model trained on tens of thousands of historical gene expression profiles^43,44^. Initial data processing was performed directly on the crude cell lysates in a 384-well plate format at the Genometry facility (http://www.genometry.com) using their standard pipeline. Briefly, intensity measurements for each sample were evaluated first to assess if the relative expression of control genes are consistent. All samples that passed well and plate level thresholds were scaled, normalized and log transformed. In the final step, we use a robust z-scoring procedure to generate differential expression values from normalized profiles.

Disease expression signatures were generated from NextBio. Samples were grouped by the tissue of origin, study ID and disease categorization. Only tissues with at least 3 normal and 3 disease samples were considered for further processing. Altogether, nearly 6000 disease signatures from human clinical disease samples were generated from NextBio. Each disease signature consists of 500 most up-regulated probe sets and 500 most down-regulated probe sets selected by fold change between disease samples and normal samples.

### RNA-Seq and Data Analysis

Total RNA was isolated from liver samples of healthy, STAM-vehicle, and STAM-I-BET151 mice (n = 4 for each group) upon termination of the study using Trizol with phase separation and a Qiagen miRNeasy kit with DNase digestion. Sample libraries were prepped on the Tecan using an Illumina TruSeq mRNA stranded kit with 1 μg input, 7 min fragmentation, and 10 PCR cycles. Libraries were quantified using a Kapa qPCR kit and QuantStudio and then sequenced on an Illumina HiSeq. 2500 with 101 bp paired end reads to a depth of over 100 million reads per sample.

Reads were mapped using STAR v.2.5.1b^45^ with default parameters. Uniquely mapped reads were used as input to gene quantification using htseq-count. Gene counts were adjusted for library size using DESeq2^46^ and then this package was used to identify differentially expressed genes between healthy and vehicle-treated STAM and then between vehicle-treated STAM and I-BET151-treated STAM. One STAM-I-BET151 treated sample was excluded during this analysis due to low gene counts. Pathway analysis was performed using MetaCore (Thomson Reuters), using all DEGs as input to identify overrepresented pathways compared to a background of all expressed genes in the study. Markers for fibrosis were obtained from a mouse fibrosis (CCL4) model following treatment with a BRD4 inhibitor JQ4^18^.

Data from a human NASH study was obtained from GEO (GSE48452). The transcriptional signature from this study was one that came up as a significant hit for BET compounds in our CMAP analysis (Supplementary Table S1). After removing genes that could not be mapped between mouse and human, we extracted the top 500 genes with the largest positive and negative log2 fold changes in the human dataset (250 positive and 250 negative) based on the healthy vs. NASH patient cohort comparison. We then compared these lists with the set of genes with a log2 fold change of ≥0.5 or ≤−0.5 in the mouse healthy vs. STAM-vehicle comparison to identify genes with a concordant direction of change in both studies. We also compared the positive fold change human list with the set of genes with a log2 fold change of ≤−0.5 in the mouse STAM-vehicle vs. STAM-I-BET151 comparison to identify human-relevant genes that were reversed by I-BET151 in the mouse model. Fisher’s exact test was used to assess the significance of overlap in each comparison, taking into account the full set of genes considered in each study (excluding those that could not be mapped between human and mouse).

### Statistical analysis

Differences between individual groups for the biometric data were assessed using one way ANOVA followed by Fisher LSD test. NAS and fibrosis scores were analyzed using non-parametric Wilcoxon test. Results are expressed as mean ± standard error mean (SEM) and p values of <0.05 were considered statistically significant.

## Electronic supplementary material

Supplementary Information

## Data Availability

Data generated for this study are available through the Gene Expression Omnibus (GEO, accession no. GSE114261).

# Supplementary material for: BET Inhibition Improves NASH and Liver Fibrosis
**Source:** Sci Rep. 2018 Nov 22;8:17257. doi: 10.1038/s41598-018-35653-4
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information

## **BET Inhibition Improves NASH and Liver Fibrosis**

Sarah A. Middleton, Neetu Rajpal, Leanne Cutler, Palwinder Mander, Inmaculada Rioja, Rab K. Prinjha, Deepak Rajpal, Pankaj Agarwal, Vinod Kumar

| GEO Study ID | Tissue Origin | Disease        | Source  | Gene Signature                                                                          | Study Details                                                                                                                                                                                                                                                    | Normal Samples | Disease Samples | Pvalue | Specificity | Enrichment | Signatures with better specificity |
|--------------|---------------|----------------|---------|-----------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------|-----------------|--------|-------------|------------|------------------------------------|
| GSE48452.3   | Human         | Steatosis      | NextBio | Livers from steatosis patients vs healthy controls                                      | Ahrens M, Ammerpohl O, von Schönfels W, Kolarova J et al. DNA methylation analysis in nonalcoholic fatty liver disease suggests distinct disease-specific and remodeling signatures after bariatric surgery. Cell Metab 2013 Aug 6;18(2):296-302. PMID: 23931760 | 14             | 14              | 0.0269 | 0.1944      | -0.762     | 191                                |
| GSE48452.1   | Human         | NASH           | NextBio | Livers from non-alcoholic steatohepatitis patients vs healthy controls                  | Ahrens M, Ammerpohl O, von Schönfels W, Kolarova J et al. DNA methylation analysis in nonalcoholic fatty liver disease suggests distinct disease-specific and remodeling signatures after bariatric surgery. Cell Metab 2013 Aug 6;18(2):296-302. PMID: 23931760 | 14             | 18              | 0.003  | 0.0087      | -0.9498    | 12                                 |
| GGSE24807.1  | Human         | NASH           | NextBio | Liver biopsy from 7-18 y old non-alcoholic steatohepatitis patients vs healthy controls | Liu W, Baker SS, Baker RD, Nowak NJ et al. Upregulation of hemoglobin expression by oxidative stress in hepatocytes and its implication in nonalcoholic steatohepatitis. PLoS One 2011;6(9):e24363. PMID: 21931690                                               | 5              | 12              | 0.0155 | 0.2984      | -0.8048    | 415                                |
| GSE25583.3   | Mouse         | Liver Fibrosis | NextBio | Liver of wild type mice after fibrosis induction by CCL4 treatment-2wk vs 0 day         | Marquardt JU, Seo D, Gómez-Quiroz LE, Uchida K et al. Loss of c-Met accelerates development of liver fibrosis in response to CCl(4) exposure through deregulation of multiple molecular pathways. Biochim Biophys Acta 2012 Jun;1822(6):942-51. PMID: 22386877   | 4              | 4               | 0.0001 | 0.0593      | -0.9666    | 13                                 |
| GSE25583.4   | Mouse         | Liver Fibrosis | NextBio | Liver of wild type mice after fibrosis induction by CCL4 treatment-3wk vs 0day          | Marquardt JU, Seo D, Gómez-Quiroz LE, Uchida K et al. Loss of c-Met accelerates development of liver fibrosis in response to CCl(4) exposure through deregulation of multiple molecular pathways. Biochim Biophys Acta 2012 Jun;1822(6):942-51. PMID: 22386877   | 4              | 4               | 0.0002 | 0.1135      | -0.9518    | 27                                 |

**Table S1. Enrichment, Pvalue and Specificity results obtained from the application of the Connectivity Map to BET compounds**

Enrichment score is a non-parametric Kolmogorov Smirnov (KS) statistic obtained by computing the ranks for a set of compound instances from the list of all instances for a disease signature of interest. The scores range from +1 to -1. P-value is an estimate of the likelihood that the enrichment of a set of compound instances from the list of all compound instances for a disease signature of interest would be observed by chance. This value is determined by performing the enrichment of 100000 sets of instances selected at random from the set of all instances.

Specificity is an estimate of the uniqueness of the connectivity between a set of compound instances and a disease signature of interest. It is based upon the results generated for that set of instances across 6000 diverse disease signatures. High specificity scores indicate the connectivity found between the set of compound instances and the signature of interest is not exceptional and suggests that it may be involved in multiple biological events.

| Sample                       | Healthy        | Vehicle        | IBET-151 (10 mg/kg) | Telmisartan (10 mg/kg) |
|------------------------------|----------------|----------------|---------------------|------------------------|
| Glucose (mmol/L)             | 8.62 ± 0.42    | 28.63 ± 0.74   | 23.71 ± 0.60 *      | 32.00 ± 0.85           |
| Serum Triglycerides (mmol/L) | 1.03 ± 0.08    | 1.22 ± 0.10    | 1.08 ± 0.09         | 1.20 ± 0.14            |
| Serum Cholesterol (nmol/L)   | 2.28 ± 0.07    | 2.95 ± 0.08    | 3.97 ± 0.28         | 3.40 ± 0.10            |
| ALT (u/L)                    | 25.8 ± 0.87    | 77.50 ± 4.19   | 68.7 ± 9.94         | 68.70 ± 6.28           |
| AST (uL)                     | 154.0 ± 24.29  | 228.60 ± 12.86 | 205.9 ± 19.47       | 250.10 ± 28.55         |
|                              |                |                |                     |                        |
| Liver Weight (g)             | 0.93 ± 0.02    | 0.89 ± 0.02    | 0.82 ± 0.02         | 0.83 ± 0.02            |
| Liver Triglycerides (ug/mg)  | 152.00 ± 24.83 | 62.92 ± 5.76   | 70.38 ± 13.99       | 22.67 ± 2.35           |
| Liver Cholesterol (ug/mg)    | 1.38 ± 0.14    | 1.07 ± 0.05    | 1.26 ± 0.14         | 0.886 ± 0.08           |
|                              |                |                |                     |                        |
| Body Weight (g)              | 23.2 ± 0.44    | 18.0 ± 0.50    | 17.7 ± 0.48         | 17.0 ± 0.26            |
| Liver/Body Weight (g)        | 0.043 ± 0.002  | 0.02 ± 0.004   | 0.06 ± 0.008        | 0.07 ± 0.006           |

**Table S2. Serum/liver biomarkers and body/liver weights in the NASH study.**

Data expressed as mean ± SEM. \*p < 0.05 vs. vehicle control. All data points measured at termination. Average ALT levels and average AST levels in the early intervention. ALT, alanine aminotransferase; AST, aspartate aminotransferase.

| Sample                            | Healthy       | Vehicle       | IBET-151<br>(5 mg/kg) | IBET-151<br>(10mg/kg) | IBET-151<br>(15 mg/kg) | Telmisartan<br>(10 mg/kg) |
|-----------------------------------|---------------|---------------|-----------------------|-----------------------|------------------------|---------------------------|
| Glucose(mmol/L) (Day 1 of dosing) | 5.4 ± 0.20    | 20.4 ± 0.39   | 20.7 ± 0.55           | 19.3 ± 0.52           | 18.2 ± 0.93            | 18.4 ± 0.76               |
| Glucose (mmol/L)                  | 3.0 ± 0.22    | 22.3 ± 1.22   | 17.5 ± 1.92 *         | 16.9 ± 0.88 *         | 16.4 ± 1.46 *          | 20.2 ± 1.84               |
| Insulin (ng/ml) (Day 1 of dosing) | 0.9 ± 0.06    | 0.2 ± 0.03    | 0.3 ± 0.04            | 0.3 ± 0.07            | 0.2 ± 0.04             | 0.2 ± 0.04                |
| Insulin (ng/ml)                   | 0.3 ± 0.05    | 0.4 ± 0.05    | 0.3 ± 0.04 *          | 0.3 ± 0.07            | 0.3 ± 0.02 *           | 0.5 ± 0.04                |
| Serum Triglycerides (mmol/L)      | 1.23 ± 0.04   | 3.5 ± 0.72    | 7.9 ± 3.25 *          | 6.5 ± 2.37            | 12.4 ± 4.97 *          | 5.0 ± 1.63                |
| Serum Cholesterol (nmol/L)        | 2.30 ± 0.05   | 5.1 ± 0.68    | 5.5 ± 0.75            | 5.6 ± 0.43            | 6.5 ± 2.37             | 5.5 ± 0.44                |
| ALT (u/L)                         | 21 ± 1.00     | 43.4 ± 2.38   | 44.8 ± 6.39           | 48.8 ± 7.27           | 50.8 ± 6.89            | 44.6 ± 3.93               |
| AST (uL)                          | 145 ± 2.00    | 143.6 ± 7.10  | 182.3 ± 26.22         | 207.3 ± 32.46         | 197.5 ± 29.02          | 140.9 ± 16.59             |
|                                   |               |               |                       |                       |                        |                           |
| Liver Weight (g)                  | 1.02 ± 0.02   | 1.03 ± 0.02   | 1.06 ± 0.05           | 0.95 ± 0.06           | 0.95 ± 0.04            | 0.81 ± 0.02 *             |
| Liver Triglycerides (ug/mg)       | 74.77 ± 4.95  | 45.69 ± 7.77  | 54.59 ± 9.84          | 49.81 ± 9.18          | 75.97 ± 11.75 *        | 32.09 ± 8.66              |
| Liver Cholesterol (ug/mg)         | 2.42 ± 0.09   | 2.92 ± 0.12   | 2.74 ± 0.14           | 2.90 ± 0.19           | 3.15 ± 0.17            | 2.99 ± 0.17               |
|                                   |               |               |                       |                       |                        |                           |
| Body Weight (g)                   | 24.4 ± 0.31   | 17.0 ± 1.03   | 17.2 ± 0.88           | 16.4 ± 0.58           | 16.5 ± 0.86            | 14.9 ± 0.99               |
| Liver/Body Weight (g)             | 0.042 ± 0.001 | 0.061 ± 0.003 | 0.062 ± 0.003         | 0.058 ± 0.004         | 0.058 ± 0.003          | 0.056 ± 0.003             |

**Table S3. Serum/liver biomarkers and body/liver weights in the fibrosis study.**

Data expressed as mean ± SEM. \*p < 0.05 vs. vehicle control. All data points measured at termination of study unless otherwise noted. Average ALT levels and average AST levels in the early intervention. ALT, alanine aminotransferase; AST, aspartate aminotransferase.

| Sample                       | Healthy        | Vehicle        | IBET-151<br>(5 mg/kg) | IBET-151<br>(10mg/kg) | IBET-151<br>(15 mg/kg) | Telmisartan<br>(10 mg/kg) |
|------------------------------|----------------|----------------|-----------------------|-----------------------|------------------------|---------------------------|
| Glucose(mmol/L) Day 1        | 9.00 ± 0.43    | 29.36 ± 0.51   | 30.19 ± 0.53          | 29.93 ± 0.91          | 29.19 ± 0.60           | 30.3 ± 0.70               |
| Glucose (mmol/L) Day 22      | 7.37 ± 0.42    | 22.15 ± 1.33   | 19.73 ± 1.07          | 24.10 ± 2.08          | 24.56 ± 1.35           | 25.2 ± 2.06               |
| Insulin (ng/ml) Day 22       | 0.86 ± 0.17    | 0.49 ± 0.02    | 0.55 ± 0.05           | 0.40 ± 0.01           | 0.51 ± 0.06            | 0.60 ± 0.06               |
| Serum Triglycerides (mmol/L) | 1.95 ± 0.10    | 1.92 ± 0.06    | 2.50 ± 0.21           | 3.91 ± 1.24           | 12.74 ± 6.74 *         | 2.54 ± 0.29               |
| Serum Cholesterol (nmmol/L)  | 2.78 ± 0.07    | 4.22 ± 0.23    | 4.49 ± 0.16           | 5.67 ± 0.60           | 7.43 ± 1.80 *          | 4.50 ± 0.14               |
| ALT (u/L)                    | 31.67 ± 3.65   | 88.07 ± 11.86  | 54.83 ± 3.34          | 75.17 ± 8.32          | 90.40 ± 19.07          | 72.4 ± 8.23               |
| AST (uL)                     | 227.43 ± 65.00 | 251.40 ± 20.69 | 211.43 ± 21.78        | 236.50 ± 31.58        | 274.60 ± 71.65         | 194.1 ± 15.6              |
|                              |                |                |                       |                       |                        |                           |
| Liver Weight (g)             | 0.94 ± 0.04    | 0.90 ± 0.04    | 0.83 ± 0.02           | 0.88 ± 0.05           | 0.84 ± 0.04            | 0.76 ± 0.04               |
| Liver Triglycerides (ug/mg)  | 54.00 ± 2.47   | 44.67 ± 5.40   | 40.29 ± 6.93          | 60.94 ± 6.21          | 71.56 ± 6.92 *         | 27.7 ± 3.84               |
| Liver Cholesterol (ug/mg)    | 2.92 ± 0.08    | 3.34 ± 0.11    | 3.16 ± 0.14           | 3.25 ± 0.18           | 3.49 ± 0.08            | 3.39 ± 0.16               |
|                              |                |                |                       |                       |                        |                           |
| Body Weight (g)              | 21.7 ± 0.44    | 15.5 ± 0.58    | 14.8 ± 0.36           | 14.6 ± 0.91           | 14.8 ± 1.18            | 14.4 ± 0.33               |
| Liver/Body Weight (g)        | 0.043 ± 0.002  | 0.002 ± 0.004  | 0.07 ± 0.057          | 0.057 ± 0.084         | 0.084 ± 0.000          | 0.004 ± 0.052             |

**Table S4. Serum/liver biomarkers and body/liver weights from a second followup NASH study (6 -9 weeks).**

Data expressed as mean ± SEM. \*p < 0.05 vs. vehicle control. All data points measured at termination. Average ALT levels and average AST levels in the early intervention. ALT, alanine aminotransferase; AST, aspartate aminotransferase.

| Column1                  | Score | Healthy     | Vehicle     | IBET-151<br>(5 mg/kg) | IBET-151<br>(10 mg/kg) | IBET-151<br>(15 mg/kg) | Telmisartan<br>(10 mg/kg) |
|--------------------------|-------|-------------|-------------|-----------------------|------------------------|------------------------|---------------------------|
|                          |       | N=7         | N=15        | N=7                   | N=6                    | N=5                    | N=7                       |
| Steatosis                | 0     | 7           |             |                       | 1                      |                        | 2                         |
|                          | 1     |             | 12          | 7                     | 4                      | 3                      | 5                         |
|                          | 2     |             | 1           |                       | 1                      | 2                      |                           |
|                          | 3     |             | 2           |                       |                        |                        |                           |
|                          |       |             |             |                       |                        |                        |                           |
| Lobular<br>inflammation  | 0     | 6           |             |                       | 1                      |                        |                           |
|                          | 1     | 1           | 5           | 6                     | 3                      | 3                      | 2                         |
|                          | 2     |             | 7           | 1                     | 2                      | 1                      | 4                         |
|                          | 3     |             | 3           |                       |                        | 1                      | 1                         |
|                          |       |             |             |                       |                        |                        |                           |
| Hepatocyte<br>ballooning | 0     | 7           | 3           | 4                     | 3                      | 3                      | 2                         |
|                          | 1     |             | 9           | 3                     | 3                      | 1                      | 5                         |
|                          | 2     |             | 3           |                       |                        | 1                      |                           |
|                          |       |             |             |                       |                        |                        |                           |
| NAS (mean ± SD)          |       | 0.14 ± 0.14 | 4.20 ± 0.48 | 2.57 ± 0.30 *         | 2.67 ± 0.61 *          | 3.60 ± 1.03            | 3.29 ± 0.36               |

**Table S5. Comparison of NAS from a second followup NASH study (6-9 weeks).**

Experimental design is the same as NASH study described in Fig. 1 but with the addition of multiple IBET-151 dose concentrations (5, 10, and 15 mg/kg). \* = p < 0.05 compared to vehicle.

| Sample         | Healthy         | Vehicle         | IBET-151 (5 mg/kg) | IBET-151 (10mg/kg) | IBET-151 (15 mg/kg) | Telmisartan (10 mg/kg) <sup>2</sup> |
|----------------|-----------------|-----------------|--------------------|--------------------|---------------------|-------------------------------------|
| TNF- $\alpha$  | 0.90 $\pm$ 0.15 | 3.68 $\pm$ 0.39 | 1.90 $\pm$ 0.18 ** | 3.8 $\pm$ 0.61     | 2.20 $\pm$ 0.43     | 2.35 $\pm$ 0.33 *                   |
| Collagen1A1    | 1.04 $\pm$ 0.11 | 3.29 $\pm$ 0.39 | 2.20 $\pm$ 0.22    | 3.0 $\pm$ 0.43     | 2.60 $\pm$ 0.36     | 3.00 $\pm$ 0.31                     |
| MCP1           | 0.92 $\pm$ 0.12 | 4.76 $\pm$ 0.63 | 2.28 $\pm$ 0.31 ** | 5.78 $\pm$ 1.39    | 4.14 $\pm$ 1.01     | 3.46 $\pm$ 0.30                     |
| TGF- $\beta$ 1 | 1.02 $\pm$ 0.08 | 1.64 $\pm$ 0.03 | 0.84 $\pm$ 0.19 ** | 1.23 $\pm$ 0.23    | 1.24 $\pm$ 0.13     | 1.40 $\pm$ 0.09                     |
| TIMP-1         | 0.90 $\pm$ 0.04 | 6.30 $\pm$ 0.23 | 2.84 $\pm$ 0.35 ** | 4.63 $\pm$ 0.77    | 4.08 $\pm$ 0.76     | 4.96 $\pm$ 0.79                     |
| IFN- $\gamma$  | 0.87 $\pm$ 0.16 | 1.85 $\pm$ 0.06 | 0.71 $\pm$ 0.09 ** | 0.92 $\pm$ 0.14 ** | 0.75 $\pm$ 0.35**   | 1.21 $\pm$ 0.19 *                   |

**Table S6. Comparison of biomarker expression from a second followup NASH study (6-9 weeks).**

Experimental design is the same as NASH study described in Fig. 1 but with the addition of multiple IBET-151 dose concentrations (5, 10, and 15 mg/kg). \* =  $p < 0.05$  compared to vehicle.

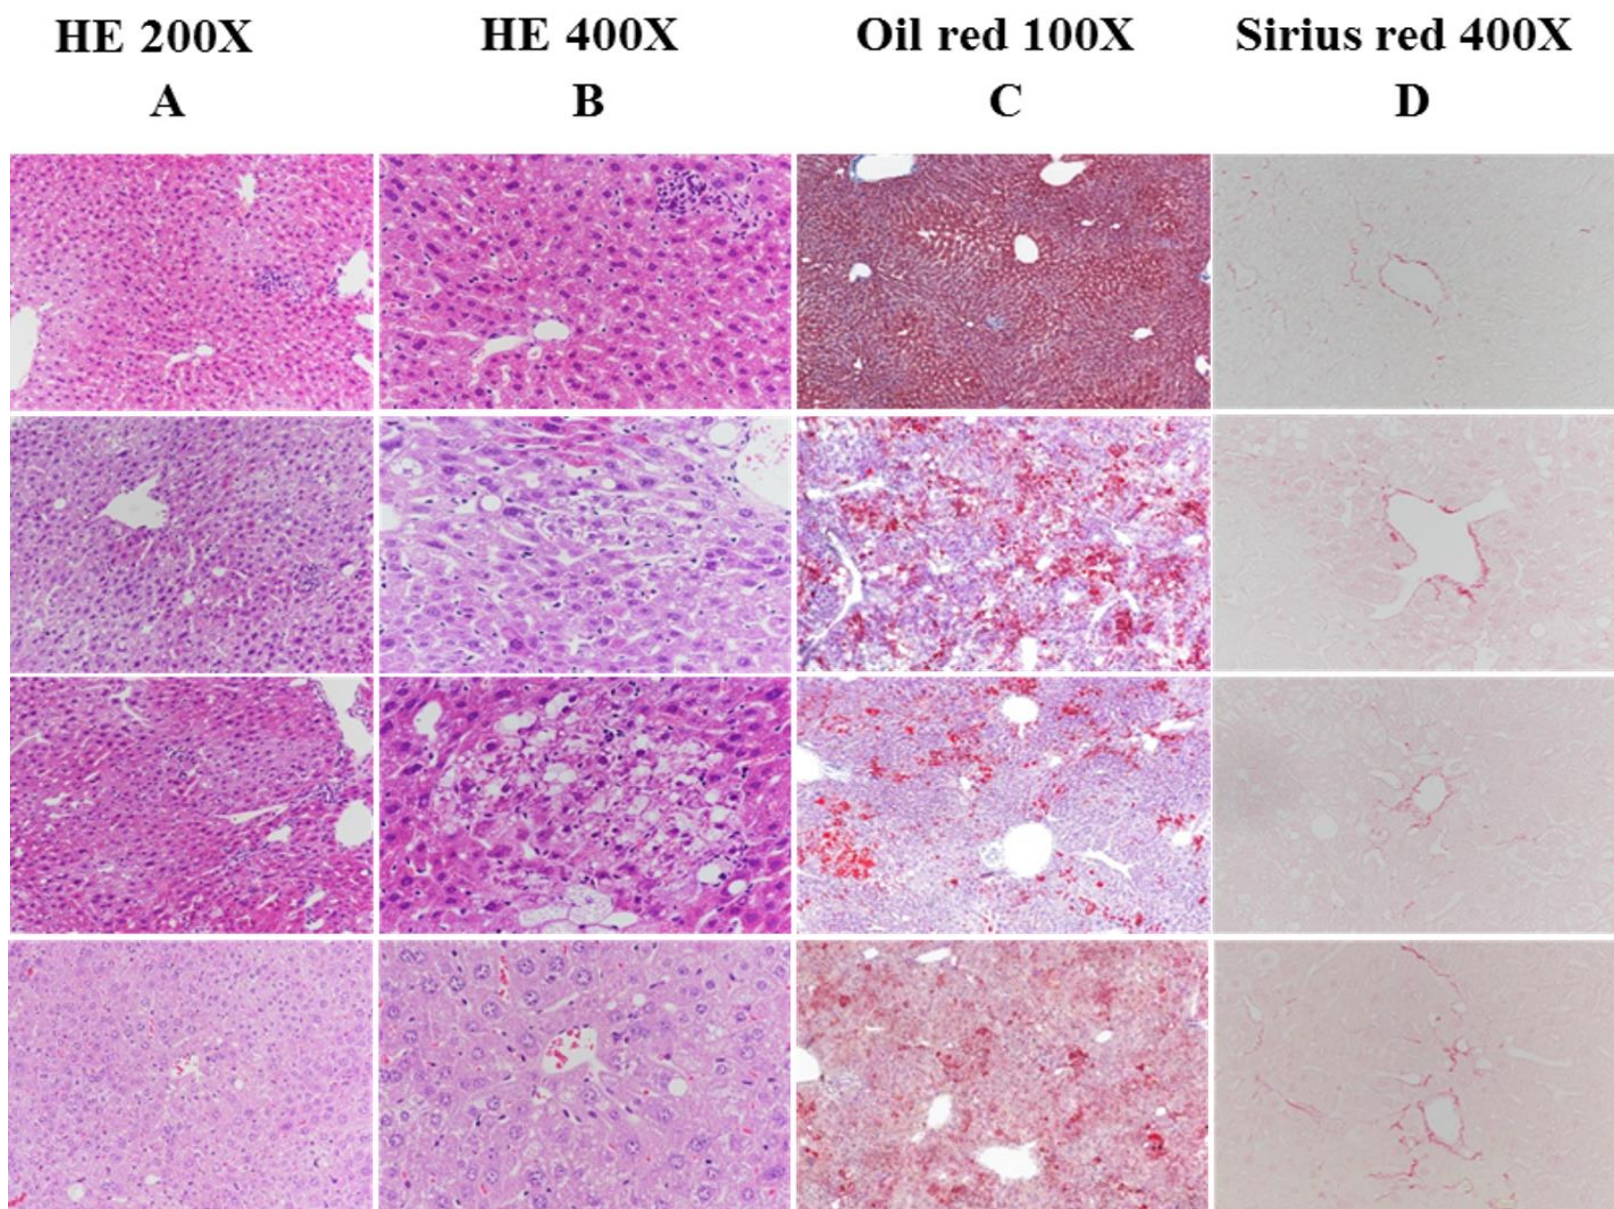

**Figure S1: Enlarged microscopic images from the NASH study.** H&E stained (200x and 400x), Oil-red (100x) stained, and Sirius-red (400x) stained liver sections from healthy (row 1), vehicle (row 2), telmisartan (row 3), and I-BET151 (row 4) treated NASH STAM mice collected at week 9.

**Sirius red 400X**

D

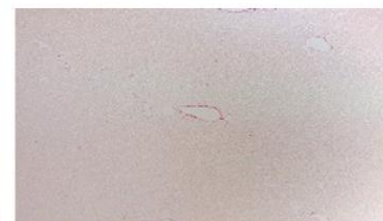

**Figure S2: Enlarged microscopic images from the fibrosis study.** H&E stained (200x and 400x), Oil-red (100x) stained, and Sirius-red (400x) stained liver sections from healthy (row 1), vehicle (row 2), telmisartan (row 3), I-BET151 5mg/kg (row 4), I-BET151 10mg/kg (row 5), and I-BET151 15mg/kg (row 6) treated NASH STAM mice collected at week 12.

How the deposited data were processed for this re-analysis (not part of the article)

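RNA-seq of liver from 12 mice was analysed, 4 in each of the healthy, STAM-vehicle and STAM-I-BET151 groups of the NASH study. The samples were mapped to groups from the sample labels, checked against the paper's methods. The authors aligned reads with STAR and deposited whole-number counts per gene for each mouse, without normalization. The paper's methods name htseq-count for this step, whereas the deposited file labels name featureCounts. No genome build or annotation release is named in the paper's text, and gene symbols, types and positions were taken from GENCODE release M21 on GRCm38 by gene identifier.

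The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. All 3 groups entered a single fit with TMM normalization, the filterByExpr filter (minimum count 10) and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes were counted at an adjusted p of at most 0.05 for vehicle against healthy and 0.1 for I-BET151 against vehicle, the thresholds of the paper. The fibrosis marker score is the mean log2 CPM (prior count 2) over the markers of Fig. 6B, compared by a two-sided exact permutation test over the 70 arrangements of 8 mice. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01. The standard error of an edgeR log2 fold change was taken as its size divided by the square root of the F statistic.

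A rule set before the data were examined took the excluded I-BET151 sample to be the mouse with the lowest total, provided that it also had the fewest genes with a count and under 50% of the median total of the other mice. The mouse with the lowest total had 75.3% of that median and not the fewest genes, so no mouse was left out. The setting with all 4 I-BET151 mice is therefore the one reported. Genes are named if the paper names them from RNA-seq, are the RT-qPCR markers or interferon genes, or are among the 5 largest increases and 5 largest decreases of a comparison that pass its threshold and separate every mouse of the groups.

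The replicate numbers come from the sample labels. The alternatives set with that rule were DESeq2 with and without shrunken fold changes, RLE normalization, other filters on low counts, fits of only the 2 groups compared, the replicate number as a block, the sequencing lane as a covariate, each mouse left out in turn, other thresholds, another prior count, z-scores, an estimated inter-gene correlation and separate vehicle mice. DESeq2 with mice left out or restricted to 2 groups, limma-voom with sample weights, and separate vehicle mice with their own gene list were added after seeing the data.

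The analysis was tested on simulated counts with 200 changed genes. Of these, edgeR recovered 72.0% among 16952 simulated genes, with 8.86% of its calls false, and DESeq2 recovered 78.0% among 28526 genes, with 23.5% of its calls false, both at an adjusted p of 0.1. DESeq2 was run without the low-count filter that edgeR had. The counts were drawn a single time, with the same composition and spread for every mouse, so no simulated mouse stood apart as I-BET151 mouse 3 does. These shares therefore need not hold for the real counts. The total count per mouse was between 34711229 and 53365596. No pair of mice of a group had counts alike within sampling noise, the chi-square over 14219 genes being between 35.3 and 746 per degree of freedom. The human signature, the GO and pathway gene lists, the RT-qPCR data and the histology were not analysed here.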

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

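Of the tests in this part, those of a mislabelled mouse and of exchanged labels were set before their result was seen. The fits with the replicate block and with the lane were among the alternatives set before the data were examined. All other tests were chosen only after their result was seen. I-BET151 mouse 3 stood apart from its group in the share of counts on its 10 highest genes, which was 7.95%, against 13.4% to 18.1% in the 10 mice other than I-BET151 mice 2 and 3. Depth did not account for this, since I-BET151 mouse 2 had nearly the same total and a share of 16.5%. GC content did not set the mouse apart either. The correlation of its deviation with GC content across 16761 genes, which are not independent replicates, was 0.181 (Spearman's rho), and another mouse reached a size of 0.417. More nuclear RNA in this sample is a candidate explanation. Of 7 transcripts kept in the nucleus, 6 were higher than in the other I-BET151 mice, with a median difference of 0.74 (log2), at the 99.3 percentile of 10000 random lists matched on expression. The mitochondrial share of counts in I-BET151 mouse 3 was 2.71%, against 4.51% to 7.3% in the other mice. Its TMM factor was 1.609, against 0.77 to 1.108 in the others.

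A mislabelled mouse was tested next. Of 401 genes changed by I-BET151 in the fit without mouse 3 and also tested with all 12 mice, 37.7% lay on the I-BET151 side in mouse 3. Tested in the same way, the share was 92.3% of 13 genes in mouse 1, 58.8% of 102 in mouse 2 and 87.5% of 32 in mouse 4. For an exchange of labels with vehicle mouse 3, 54.6% of 745 genes lay on the vehicle side in vehicle mouse 3 and 34.4% on the I-BET151 side in I-BET151 mouse 3. Summed over the Hist1h4 genes, I-BET151 mouse 3 had 13.9 CPM and vehicle mouse 3 had 3.67, each on the side of its own label, although these genes were found with both mice under their labels. The shares in the mice numbered 3 lie between the values set for and against a labelling error. Genes changed by I-BET151 were divided. I-BET151 mouse 3 had a mean log2 CPM of 4.52 for cholesterol biosynthesis, -0.96 for T cells and 0.35 for the cell cycle. The lowest vehicle mice had 5.14, -0.50 and 0.53, and vehicle mouse 3 had 5.18, -0.031 and 0.86. Among interferon genes I-BET151 mouse 3 lay above every vehicle mouse in Mx1 (8.43 CPM against at most 6.45), Oas2 (32.4 against 23.0), Xaf1 (18.4 against 16.4), Irf9 (74.8 against 66.2), Oasl2 (24.3 against 23.9) and Gbp4 (12.1 against 11.3), and below every vehicle mouse in others such as Rsad2 (11.5 against at least 20.1). The score of hepatocyte markers was 10.50 in this mouse, against 11.72 to 12.67 in the others, and fewer hepatocytes were not tested as an explanation. The low share of the 10 highest genes lay outside all other 11 mice, so an exchange of labels among the 12 mice would not produce it. It cannot be told apart from more nuclear RNA or from fewer hepatocytes, and whether the mouse carries the right label was not settled by the tests of changed genes.

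Outside this, single mice lay far from the other 3 of their group in several results. In healthy mice this held for Gstp3 (6.08 CPM in mouse 3) and Casc4 (7.18 in mouse 3). In vehicle mice it held for the mitochondrial share of counts (6.44% in mouse 1), Tlr9 (0.673 CPM in mouse 1), Thbs1 (3.65 in mouse 1) and Vmn2r3 (2.34 in mouse 3). In I-BET151 mice it held for Idi1 (2.44 CPM in mouse 4), Fdps (10.1 in mouse 3), Tlr9 (0.633 in mouse 2), Vmn2r3 (1.96 in mouse 1), Cnpy1 (0.520 in mouse 3), Arntl2 (8.07 in mouse 3) and the fibrosis marker score (2.65 in mouse 2). With Saa2 in I-BET151 mouse 4 and the share of the 10 highest genes, there were 15 such values among 162 groups of 4, where about 1 in 20 groups, or 8.1 of them, would be so by chance. Of the 15, 4 were in I-BET151 mouse 3. Low depth was left open, with 7 of 15 in the mouse with the lowest total of its group. Few counts did not account for them, with 0 of the 12 outlying values of genes under 10 counts in that mouse. No biological explanation was tested for these, apart from Saa2.

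Saa2 was 1237 CPM in I-BET151 mouse 4. Counting noise did not account for this, as the mouse had 53827 Saa2 counts. An acute-phase response in that mouse is a candidate explanation. The mean log2 CPM of 11 acute-phase genes other than Saa2 was 9.73 there, the highest of the 12 mice. It was 8.67, 7.11 and 5.89 in I-BET151 mice 1, 2 and 3, and from 7.26 to 8.21 in vehicle mice. Between the I-BET151 and vehicle groups it differed by 0.14 (two-sided exact permutation test, p = 0.886). Other technical explanations were not tested.

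Some genes with large changes that separated every mouse are not named in the paper. After I-BET151 these were Gm15441 (log2 fold change 1.92), Arntl2 (1.57), ENSMUSG00000104475 (-2.21), Scn2a (-2.17) and Ugt1a9 (-1.69). From healthy to vehicle they were Fgf23 (8.52), Vmn2r3 (8.23), Cnpy1 (8.15), Sprr1a (8.12), Dmbt1 (8.04), Scd1 (-3.78), Raet1d (-3.20), Cyp26a1 (-3.19), Hsd3b5 (-3.06) and Ptprt (-3.04). Few counts and the lanes were left open, since the genes had passed a filter on low counts and were chosen for large changes. In these tests 0 of 15 genes were under a mean of 10 counts in the group with the higher expression, and with the lane as a covariate 0 of 15 changed direction, although no gene passed the threshold after I-BET151 in that fit, in which 1485 genes had an unadjusted p under 0.05. With the replicate block, of the genes after I-BET151 ENSMUSG00000104475 passed (edgeR adjusted p = 0.0984) and the other 4 did not, and of the genes from healthy to vehicle Hsd3b5 no longer did (edgeR adjusted p = 0.0648). Reads shared with related genes were not tested, and a biological origin cannot be told apart from these explanations.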

How the results depend on the processing

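DESeq2 without single mice or on only the 2 groups compared, limma-voom with sample weights, and separate vehicle mice with genes chosen from the disease pair alone were chosen only after the results were seen. The cholesterol, interferon and histone sets kept their direction and an unadjusted p under 0.05 in limma's camera under RLE normalization, both other filters, the replicate block, the lane, the fit of 2 groups, an estimated correlation between genes and each mouse left out. A p under 0.05 at the preset correlation is a weak criterion, since other divisions of the same mice gave a median camera p of 0.00319, 0.00117 and 0.0494 for these sets. Some of those divisions keep part of the treatment contrast. With a mouse left out the median log2 fold change ranged from -0.78 to -0.58 for cholesterol, from -1.11 to -0.73 for interferon and from 0.44 to 0.79 for histones. The fibrosis score kept its direction in disease, at 0.52 to 0.68 with a mouse left out and at 0.52 with at least 10 counts in every mouse. Its p was the smallest that 4 mice against 4 allow with RLE normalization, other filters, another prior count and z-scores, and the smallest that 4 pairs allow in the replicate block, so that neither p shows stability. After I-BET151 the score differed by -0.16 to 0.028 with a mouse left out, and changed sign without I-BET151 mouse 2.

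The number of genes past the threshold changed with most settings. Part of this went with I-BET151 mouse 3, as the numbers rose when it was left out and in limma-voom with sample weights. Those weights were 0.0749 for this mouse and from 0.594 to 2.75 for the others. Why the number changed with the other settings was not tested. With mice left out, from 546 to 3779 genes differed in disease, from 2 to 155 rose and from 10 to 248 fell after I-BET151. The highest of each was without I-BET151 mouse 3, and the other left-out fits gave at most 1399 genes in disease. With the replicate number as a block 742 genes differed in disease, 2 rose and 8 fell after I-BET151. With the lane as a covariate 37 genes differed in disease, 0 rose and 0 fell after I-BET151, where 1485 genes had an unadjusted p under 0.05 after I-BET151. With only the 2 groups compared 3879 genes differed in disease, 2 rose and 6 fell after I-BET151. At an adjusted p of 0.1 2052 genes differed in disease, and at 0.05 7 rose and 19 fell after I-BET151. Without a low-count filter 27 rose and 74 fell. With DESeq2 1892 genes differed in disease, 94 rose and 174 fell after I-BET151, and with its shrunken fold changes 1875 genes differed in disease, 97 rose and 175 fell after I-BET151. The setting with all 4 I-BET151 mice is the one reported.

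With settings chosen after seeing the data, DESeq2 without I-BET151 mouse 1, 2, 3 and 4 gave 1817, 2060, 4378 and 1853 disease genes, 88, 217, 637 and 75 that rose and 126, 347, 651 and 142 that fell. DESeq2 on only the 2 groups gave 4599 disease genes, 60 that rose and 135 that fell, and without I-BET151 mouse 1, 2, 3 and 4 it gave 34, 89, 458 and 33 that rose and 70, 189, 648 and 96 that fell. With limma-voom sample weights 5672 genes differed in disease, 520 rose and 685 fell after I-BET151.

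The numbers at a log2 fold change of 0.5 or more, or -0.5 or less, in disease and of -0.5 or less after I-BET151 were 9031, 3397 and 4737 without a filter, 2061, 599 and 542 with at least 10 counts in every mouse, and 7185, 3591 and 4795 with DESeq2. With the lane as a covariate 1632 fell in disease. With mice left out, the number at -0.5 or less after I-BET151 ranged from 959 to 1612. The share of disease genes reversed was 58.6% without a filter, 58.1% with the replicate block, 67.6% with the lane, 45.3% with only the 2 groups, 80.0% among genes past both thresholds, and from 45.5% to 66.3% with mice left out. With separate vehicle mice and genes chosen from the disease pair alone, chosen after seeing the data, it was 40.7%, or 55.5% without I-BET151 mouse 3.

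Among the named genes, the log2 fold change after I-BET151 changed sign with the lane as a covariate for Timp1 (0.031), Tlr9 (0.081), Tnf (0.057) and Tgfb1 (0.011), and with the replicate block for Acta2 (-0.029). With a mouse left out it ranged across 0 for Timp1 (-0.35 to 0.15), Acta2 (-0.46 to 0.35), Actg2 (-0.99 to 0.090), Tnf (-0.45 to 0.17), Col1a1 (-0.10 to 0.40) and Tgfb1 (-0.15 to 0.11). In disease it changed sign with the lane for Acta2 (-0.47) and Actg2 (-0.44). None of these changes passed its threshold in edgeR with all mice. Over 52 log2 fold changes of named genes and their alternatives, 113 values lost significance, 34 gained it, 20 changed sign and 854 did none of these.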

Differences from the paper's values

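DESeq2 without single mice and DESeq2 on only the 2 groups compared were chosen only after the results were seen. The paper reports 1922 genes between vehicle and healthy, and 1195 were found here. Among the alternatives set before the data were examined, DESeq2 (1892), DESeq2 with shrunken fold changes (1875), an adjusted p of 0.1 (2052) and edgeR without I-BET151 mouse 2 (1399) came within 1.5 times the paper's value, and the others did not. Alternatives chosen after seeing the values that also did so were DESeq2 without I-BET151 mouse 1 (1817), 2 (2060) and 4 (1853). The paper's methods name DESeq2.

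The paper reports 97 genes that increased and 141 that decreased after I-BET151, where 16 and 43 were found here. DESeq2 (94 and 174) and DESeq2 with shrunken fold changes (97 and 175), set before the data were examined, came within 1.5 times the paper's values, and the other alternatives set before then did not. These used all 4 I-BET151 mice, whereas the paper left out 1. Alternatives chosen after seeing the values that came within 1.5 times both were DESeq2 without I-BET151 mouse 1 (88 and 126), DESeq2 without mouse 4 (75 and 142) and DESeq2 on the 2 groups without mouse 2 (89 and 189). For the decreased genes alone, DESeq2 on the 2 groups with all mice (135) and without mouse 4 (96), also chosen after seeing the values, came within it.

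The log2 fold change of Hist1h4k after I-BET151 is about 1.5 in Fig. 5A, read by eye, and was 2.23 here. DESeq2 with shrunken fold changes (1.78), set before the data were examined, differed from it by less than its standard error, and the other alternatives set before then did not. That of Saa2 is about 1.6 in Fig. 5A, read by eye, and was 3.36 here. The replicate block (1.75) and the lane covariate (2.31) differed from it by less than their standard errors, and the other alternatives set before the data were examined did not. The Saa2 value rested largely on I-BET151 mouse 4, as it was 0.615 without that mouse. With all mice its adjusted p was 0.401 in edgeR's quasi-likelihood test.

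The paper states that Hist1h2al rose and Acta2 fell after I-BET151. Hist1h2al had higher counts after I-BET151, but too few to be tested in edgeR with all 12 mice. It passed in 0 of the 9 edgeR fits that each left out a mouse and kept it, and had an adjusted p of 0.112 in DESeq2, and Acta2 changed by 0.073 (log2). It states that the fibrosis markers fell after I-BET151, where 26 of 50 had a lower mean (27 in DESeq2 and 30 without I-BET151 mouse 3) and the mean change was -0.085. Ly6a, Cd7, Cxcl10 and Ccl5, which the paper names as decreased, had lower means without passing an adjusted p of 0.1, at 0.196, 0.110, 0.238 and 0.135 from edgeR.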

Other observations

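The splits of the mice for vehicle against healthy and for the gene sets were set before their results were seen. The edgeR values of the RT-qPCR markers and the fibrosis marker score also belong to the analysis set beforehand. All other tests in this part were chosen, or for the splits changed, only after. The 8 mice of a comparison can be divided in 35 ways, of which 8 part all 4 same-numbered pairs. The real division is among these, so that 8 splits cannot give a share under 0.05. The number of genes past the threshold for vehicle against healthy was reached by 1 of 8 splits, the real one, as was the number at a log2 fold change of 0.5 or more (1 of 8) and at -0.5 or less (1 of 8). The p of the cholesterol set (1 of 8), the interferon set (1 of 8) and the histone set (1 of 8) was also reached by the real split alone. For all of these the same held among the 35 ways, 1 of 35 each. That share is under 0.05. It applies if the replicate numbers do not pair the mice, and no label states that they do. The other 27 ways part fewer pairs.

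For I-BET151, 2 of 8 splits gave as many genes that increased, 2 of 8 as many that decreased and 2 of 8 as many at -0.5 or less, where the smaller of a split's directions was set beside the smaller of the real ones and the larger beside the larger. The same holds among the 35 ways, with 2 each. The other split exchanges vehicle mouse 3 and I-BET151 mouse 3. It gave 57 and 104 genes in its opposite directions, more than the 16 and 43 of the real groups. Both of these mice carry lane 7, so the exchange does not follow the lanes. The exchange gave larger p values in limma's camera than the real groups, 3.3e-06 for the cholesterol set, 9.6e-07 for the interferon set and 0.0138 for the histone set. These p values are weaker for the exchange, although the paper reports these sets under the same labels, while the number of genes is larger, and the exchange was not settled.

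For the share of disease genes reversed, 7 of 8 splits parting all 4 pairs and 22 of 35 gave as large a share, with a median of 57.2% over the splits other than the real one. The share did not set the real groups apart. The use of the vehicle mice in both comparisons remains a candidate explanation. With separate mice and genes chosen from the disease pair the share was 40.7% on average and above 50% in 1 of 6 ways, and it was 55.5% on average without I-BET151 mouse 3. The value depends on that mouse, and the test leaves the question open.

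The mean log2 CPM of 13 gene lists was compared between the groups, among them lists for fibrosis, immune cells, hepatocytes and the circadian clock, and the adjusted p values below are over these by the Benjamini-Hochberg method. No list passed an adjusted p of 0.05 after I-BET151, where 4 had an exact permutation p of 0.0286, the smallest that 4 mice against 4 allow, and an adjusted p of 0.0929. Among these were T cells, the cell cycle and cholesterol biosynthesis (a difference of -0.92), each lower in 4 of 4 I-BET151 mice than in any vehicle mouse.

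The histone increase after I-BET151 was weighed against 3 explanations. More dividing cells would raise cell-cycle genes, but their score changed by -0.61 (log2) and was lower in 4 of 4 I-BET151 mice. Reads moving between near-identical copies would leave the sum over the 11 Hist1h4 genes unchanged, but the sum rose by 2.73 on the log2 scale and by 1.55 without Hist1h4h. Carry-over of RNA without poly(A) tails would raise other such transcripts in every I-BET151 mouse. Their score had a difference of 0.37 over 4 such transcripts (exact permutation p = 0.371, adjusted 0.805, 2 of 4 I-BET151 mice above every vehicle mouse). I-BET151 mice 2 and 4 had scores of -0.95 and -1.08, below 3 of the 4 vehicle mice, at Hist1h4 sums of 30.5 and 23.5 CPM. None of the 3 explanations accounted for the increase. It may be an effect of I-BET151 on histone genes, which is a hypothesis found and tested on the same data.

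Fewer T cells are a candidate explanation for the lower Cd4 and Cd7. The mean log2 CPM of 14 T-cell markers other than these changed by -0.97 and was lower in 4 of 4 I-BET151 mice than in any vehicle mouse. Its exact permutation p of 0.0286 was the smallest that 4 mice against 4 allow. Its adjusted p of 0.0929 did not pass 0.05, but no larger change in this list could have lowered it, so it cannot decide the question. B-cell markers changed by -0.24 (p = 0.457, exact permutation test), and the difference between the cell types was not tested. For the cholesterol genes, lower SREBP2 activity was tested with 5 targets outside the pathway. They changed by -0.62, and 3 of 4 I-BET151 mice lay below every vehicle mouse, which did not meet the condition set for this explanation.

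The RT-qPCR markers of the paper can also be read by RNA-seq in the sequenced livers of the NASH study. The labels do not state whether these mice were among those of the RT-qPCR. For the NASH study the paper names a significant RT-qPCR fall of IFN-γ after I-BET151. It places its consistent TIMP-1 fall in the fibrosis study, which was not sequenced here. From vehicle to I-BET151, the log2 fold change was -0.33 for Ccl2, -0.089 for Tnf, -0.13 for Timp1, 0.25 for Col1a1 and -0.026 for Tgfb1, with none passing an adjusted p of 0.1 in edgeR at 0.890, 0.986, 0.972, 0.862 and 0.989. Ifng was too low to test.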
